# Endocrine and Transcriptome Changes Associated with Testicular Growth and Differentiation in Atlantic Salmon (*Salmo salar* L.)

**DOI:** 10.3390/cimb46060319

**Published:** 2024-05-27

**Authors:** Vetle Skjold, Sergey Afanasyev, Erik Burgerhout, Lene Sveen, Kjell-Arne Rørvik, Vasco Felipe Cardoso Neves Mota, Jens-Erik Dessen, Aleksei Krasnov

**Keywords:** Atlantic salmon, testes, pituitary, sex steroids, transcriptome

## Abstract

Sexual maturation of Atlantic salmon males is marked by dramatic endocrine changes and rapid growth of the testes, resulting in an increase in the gonad somatic index (GSI). We examined the association of gonadal growth with serum sex steroids, as well as pituitary and testicular gene expression levels, which were assessed with a DNA oligonucleotide microarray. The testes transcriptome was stable in males with a GSI < 0.08% despite the large difference between the smallest and the largest gonads. Fish with a GSI ≥ 0.23% had 7–17 times higher serum levels of five male steroids and a 2-fold increase in progesterone, without a change in cortisol and related steroids. The pituitary transcriptome showed an upregulation of the hormone-coding genes that control reproduction and behavior, and structural rearrangement was indicated by the genes involved in synaptic transmission and the differentiation of neurons. The observed changes in the abundance of testicular transcripts were caused by the regulation of transcription and/or disproportional growth, with a greater increase in the germinative compartment. As these factors could not be separated, the transcriptome results are presented as higher or lower specific activities (HSA and LSA). LSA was observed in 4268 genes, including many genes involved in various immune responses and developmental processes. LSA also included genes with roles in female reproduction, germinal cell maintenance and gonad development, responses to endocrine and neural regulation, and the biosynthesis of sex steroids. Two functional groups prevailed among HSA: structure and activity of the cilia (95 genes) and meiosis (34 genes). The puberty of A. salmon testis is marked by the predominance of spermatogenesis, which displaces other processes; masculinization; and the weakening of external regulation. Results confirmed the known roles of many genes involved in reproduction and pointed to uncharacterized genes that deserve attention as possible regulators of sexual maturation.

## 1. Introduction

The structure and development of teleost testes have been described in several excellent reviews [1,2,3,4]. In short, progenitor gonads are formed in males and females as two stretches, which are then populated by germinal cells (GC). The development of GC includes two critical decisions: sexual commitment for sperm or egg production and the transition from maintaining mitotic division to entering meiosis, which can occur as single or separate events [5]. Sex determination in salmonid GC is not irreversible. Transplanted rainbow trout testicular germ cells differentiate into spermatozoa and fully functional eggs depending on the recipient’s sex [6]. The testis consists of two compartments. The interstitial (intertubular) compartment contains hormone-producing Leydig cells, blood vessels, macrophages and other immune cells, and neural and connective tissue elements, including peritubular myoid cells. The germinative compartment (spermatogenic) contains only Sertoli cells and cysts with clonal GC, each derived from a single spermatogonia stem cell. The onset of terminal spermatogenesis in male gonads is marked by the appearance of cystic structures containing type B spermatogonia, which continue synchronous mitotic divisions [7]. The subsequent stages of spermatogenesis are primary and secondary meiotic spermatocytes, haploid spermatids, and spermatozoa. The main events of spermiogenesis are DNA condensation, elimination of organelles and cytoplasm, and the formation of cilia (flagella). Sexual maturation is stimulated by elevated levels of pituitary and steroid sex hormones, leading to rapid growth and changes in the structure of the testes. A panel of regulators has been identified, which includes hormones and genes with conserved functions across vertebrates, as well as those present only in teleosts.

Precocious maturation in commercial salmon farming is highly unwanted yet frequently reported both in commercial production at sea and in post-smolt production in closed containment systems (CCS). The protocols used in CCS usually involve continuous light and elevated water temperature, factors known to increase the risk of early initiation of maturation [8,9]. Maturation leads to poor growth and the degrading of the product quality, resulting in large economic losses [10,11]. Another problem is farmed escapees threatening wild populations, and the sterilization of Atlantic salmon is a priority for genetic manipulation. Knowledge of the genetic, molecular, and cellular mechanisms of testes development is essential for diagnosis and control of sexual maturation in aquaculture. The production of sterile triploids was introduced into aquaculture several decades ago [12,13]. Current research is focused on silencing genes that play key roles in germ cell maintenance and sperm development, such as *fsh* and *dnd* [14,15,16,17]. Transcriptomics provides a powerful approach to understanding developmental processes and the discovery of genes, which can serve as diagnostic markers and targets for manipulation [14,18]. Microarrays and next-generation sequencing analyses have addressed a variety of research tasks, such as molecular markers for type A and B spermatogonia [19,20], comparison of spermatogonia and testicular somatic cells [21], sex reversal [22], in vitro responses of rainbow trout testes to gonadotropins [23], and others. Here, we examined the changes associated with sexual maturity indicated by endocrine changes and accelerated testicular growth. Combining new results with a meta-analysis of the Atlantic salmon transcriptome database [24], we evaluated the development trajectories of gonad-specific genes.

## 2. Materials and Methods

### 2.1. Ethical Statement

The experiment took place at the Nofima Research Station for Sustainable Aquaculture in Sunndalsøra, Norway. These research facilities possess licenses according to Norwegian law, enabling them to conduct experimental work on fish in accordance with regulation FOR-2015-06-18-761 “Forskrift om bruk av dyr i forsøk”. This regulation aligns nationally with and adheres to the “Directive 2010/63/EU of the European Parliament and of the Council on the protection of animals used for scientific purposes”. Samplings were conducted on euthanized fish, thereby falling within the scope of the exemption provided by the aforementioned regulation, specifically §2 article f. This section states that a specific license is unnecessary when experimental treatments are not anticipated to result in any detrimental effects on animals. Tagging of the fish in the experiment was performed under the general tagging license of the site, specifically FOTS ID 29627 (https://www.mattilsynet.no/dyr/forsoksdyr/soknader, accessed on 12 September 2023).

### 2.2. Fish Material and Rearing Conditions

The fish material utilized in the current study was obtained from an experiment described in detail elsewhere [25]. The farmed Atlantic salmon post-smolts were from the breeding nucleus of AquaGen AS (QTL, IPN/PD/CMS/LICE), originally sources form from the commercial freshwater facility Belsvik of Lerøy Midt AS (Hellandsjøen, Mid-Norway). Before the transport and commencement of the experiment at Nofima Research Station for Sustainable Aquaculture, all salmon underwent routine vaccination against red mouth disease (bath with AlphaDIP ERM, Pharmaq, Norway), *Aeromonas salmonicida*, *Listonella anguillarum*, *Moritella viscosa*, infectious pancreatic necrosis (intraperitoneal injection with the oil-adjuvanted vaccine AlphaJECT micro 6, Pharmaq), and salmon alphavirus (intramuscular injection with the DNA-vaccine Clynav, Elanco, Norway). The salmon were smoltified according to standard procedures with an induced “winter signal” (light–darkness [L:D] 24:0–12:12–24:0), and detailed information regarding the experimental setup, diets, and fish husbandry can be found in [25].

### 2.3. Sampling

The fish analyzed in the current study were sampled after 18 weeks’ rearing in a brackish water flow-through system, with an average salinity of 20 ± 0.4 ppt and mean temperature of 12.1 ± 0.2 °C. The salmon were gently netted from the tanks and subsequently anesthetized using MS-222 (Metacaine 0.1 g L^−1^; Alpharma, Animal Health Ltd., Hampshire, UK) dissolved in oxygenated water. After anesthetization, several measurements were recorded, including passive integrated transponder tag (PIT-tag) data, weight, and length. Blood samples were drawn from the caudal vein, using vacutainers (BD Vacutainer^®^ with silica clot activator, an interior coated with silicone, and a red BD Hemogard™ closure). After a coagulation time of 30 min, the blood was centrifuged at relative centrifugal force of 2200× *g* for 10 min, and serum was frozen at −80 °C. Following the initial procedures, the fish were killed using a lethal dose of MS-222. Afterwards, the fish were dissected to determine their sex, and subsequently, the pituitary gland and testis were carefully extracted. After weighing the testis, one part of the testis and the entire pituitary gland were stored in RNAlater™ (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). Residual testis was placed in 10% neutral formalin containers (BiopSafe^®^, Mermaid Medical, Stenløse, Denmark) for histological analysis.

### 2.4. Testis Histology and Blood Steroid Hormones

Testis histology was studied as described in [25]. Testis scoring in the current study used a two-step approach, including assessment of the most advanced germ cells and the predominant germ cells within the tissue. This approach was necessitated by the presence of multiple maturation stages across the section in several samples. The size of the germinative compartments was also assessed, and observations of interest were noted. The serum content of the analytes 17a-OH-progesterone, testosterone, progesterone, 21-deoxycortisol, 11-deoxycortisol, corticosterone, cortisol, androstenedione, 4-androsten-11B-OL3-17-dione, 4-androsten-3–11-17-trione (andrenosterone), and 4-androsten-17B-OL3-11B-dione (11-ketotestosterone) were measured via liquid chromatography tandem mass spectrometry at the Proteomics and Metabolomics Core Facility (PRiME, Tromsø, Norway) [25].

### 2.5. Microarray

Total RNA was extracted from the testis and pituitary. Tissue pieces were placed in tubes with steel beads containing 400 µL lysis buffer (Qiagen, Hilden, Germany) and 20 µL proteinase K (50 mg/mL), homogenized in FastPrep-96 (MP Biomedicals, Santa Ana, CA, USA) for 120 s at maximum speed, centrifuged, and incubated for 30 min at 37 °C. RNA was extracted on Biomek 4000 robot using the Agencourt RNAdvance Tissue kit including an on-column DNase treatment (Qiagen). The purity and integrity of the RNA samples (RIN values > 7.5) were checked using a NanoDrop ND-1000 Spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA) and 2100 Bioanalyzer with RNA Nano Chips (Agilent Technologies, Santa Clara, CA, USA). Nofima’s 44 K Atlantic salmon oligonucleotide microarray Salgeno-2 (GPL28080) was fabricated by Agilent Technologies; reagents and equipment were purchased from the same provider. RNA was amplified, labeled, and fragmented using a One-Color Quick Amp Labeling Kit and a Gene Expression Hybridization kit. The total RNA input for each reaction was 500 ng. After overnight hybridization in an oven (17 h, 65 °C, rotation speed 0.01× *g*), the arrays were washed with Gene Expression Wash Buffers 1 and 2 and scanned with SureScan, Agilent Technologies. Nofima’s bioinformatic system STARS [26] was used for data analyses.

### 2.6. Calculations

Gonadosomatic Index (GSI, %) was calculated as

(1) $$\mathrm{GSI}=\frac{\mathrm{Weight}\;\mathrm{gonad}}{\mathrm{Body}\;\mathrm{weight}}\times 100.$$

Condition factor (CF) was calculated as

(2) $$\mathrm{CF}=\frac{W}{L^{3}}\times 100,$$

where W is fish weight in g, and L is fork length in cm.

Differences between immature and pubertal test were assessed via *t*-test. The Pearson product–moment correlation coefficient was used to describe the association between two variables. The level of significance was chosen at *p* ≤ 0.05. Differential gene expression (HAS and LSA) was determined via the criteria: log_2_-ER (expression ratio) > 0.8 (1.75-fold) and *p* < 0.05; complete results are in Supplementary Table S1. Functional groups of genes (STARS annotation) with coordinated expression differences were identified via significant deviation of mean log_2_-ER from zero. The gonad-specific genes (GSG) were searched using meta-analyses of Nofima’s microarray database [26]. GSG expression in testes and/or ovaries but not in any other tissue was eight-fold higher than the average of all tissues.

## 3. Results

### 3.1. Biometrics, Morphology, and Testis Histology

The twenty post-smolt males used in this study had an average body weight, length, and condition factor of 1017 ± 82 g, 41.3 ± 0.8 cm, and 1.44 ± 0.08, respectively (mean ± standard deviation, SD). There were no differences associated with GSI development. Six of the twenty individual fish with GSI ≥ 0.23% showed advanced testis development characterized by the presence of spermatogonia type B cells, spermatocytes, spermatids, and spermatozoa (Table 1, Figure 1). Morphological changes associated with maturation were measured on all fish as described by Skjold et al. [25]. Five out of six individuals with GSI ≥ 0.23% had developed skin spots associated with early maturity. Two out of fourteen individuals with GSI < 0.08% had increased germinal compartments with clearly defined tubules and active cell division in the A-spermatogonia cyst, but GSI were within the range characteristic of immature testes (0.023% and 0.031%). Oocytes were found in the testes of three individuals.

### 3.2. Serum Hormones and Pituitary Gene Expression

Serum levels of five steroid hormones (androstenedione, 4-androsten-11B-OL3, 4-androsten-17B-OL3, 4-androsten-3-11-17-trione, and testosterone) showed a strong correlation with GSI: Pearson r = 0.83 ± 0.05 (SD). With the exception of fish 160 (GSI 0.031%), serum levels of these hormones were relatively similar in the GSI range from 0.01 to 0.08% and increased 7.5–17.5-fold in the six fish with GSI ≥ 0.23% (Figure 2a, Supplementary Figure S1). Serum progesterone showed a significant (*t*-test, *p* = 0.04)—albeit smaller—increase in this group, while the serum levels of five steroid hormones (cortisol, 11-deoxycortisol, 21-deoxycortisol, corticosterone, and 4-Androsten-11B-17B-diol-3one) were not associated with the relative size of the testes. 

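RNA labelled as pituitary, from 20 fish sampled after 18 weeks of rearing, was hybridised to one-colour arrays, 1 fish per array. The arrays were of the Atlantic salmon design used in the study. Each array held 43855 spots. Of these, 42438 were not controls and stood for 42386 probes, 52 of them in duplicate. The authors deposited the scanner output of each array, in which the Feature Extraction software had subtracted the background and removed spatial trends within the array but had not scaled the arrays to each other. For the values given here, the processed signal was put on the log2 scale and the 75th percentile of the same array's spots that were not controls was subtracted, so that 0 stands for that percentile. Spots marked as outliers were left out, duplicate spots were averaged, and no spot was saturated on any array. Through the RefSeq transcripts of the assembly Ssal_v3.1, 25420 probes (60.0% of all) found a gene, 8055 of them with a symbol other than a LOC number. The others carry only the identifier of the array.
As the study did for the testis, fish with GSI under 0.08% were taken as the immature group of 14 fish and fish with GSI of at least 0.23% as the pubertal group. By plasma hormones and pituitary genes, the paper holds that fish 160 and 250 may be classed as maturing. By testis histology it finds them much closer to immature fish. Keeping them in the immature group was a choice made here for the pituitary. Fish 184 is pubertal by GSI but is not among the fish in Figure 2b, and its array was left out, which leaves 5 pubertal fish. The median correlation of that array with the other pituitary arrays was 0.760, against at least 0.955 for every other pituitary array. Spots well above background made up 69.5% to 84.3% of the immature arrays (median 76.9%). On the pubertal arrays they made up 61.6% to 82.2% (median 77.2%), and the lowest share was that of fish 184. The 34824 probes well above background on at least 5 arrays were tested with limma (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over the probes tested). A probe counted as changed at an adjusted p under 0.05 with a log2-ER, the mean of the pubertal fish minus the mean of the immature fish, beyond 0.8 in either direction, which is the limit the study used. The methods of the paper name a t-test and no adjustment for the number of genes. The arrays lay on 13 slides and were scanned in 2 batches. All pubertal fish were in scan batch 1, together with 6 immature fish, and scan batch 2 held 8 immature fish. The number of fish limits the precision.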

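In the pituitary, 106 probes were past the threshold, 95 higher and 11 lower in pubertal fish, with a median size of the log2-ER of 1.81 and 1.60. At an unadjusted p, 580 probes passed the same limit. In 29 of all 34824 probes (0.0833%) every pubertal fish lay beyond every immature fish, which chance gives for 0.0172% of probes, and 15 of them (14 higher and 1 lower) were among the 106. At the adjusted threshold the count fell most between the fish of scan batch 1 alone, where limma called 0 probes (561 at an unadjusted p, and no other tool was run there). It rose most without fish 160 and 250, to 302, and was 180 without fish 213 and 250. With the scan batch as a block and without fish 160 and 250 it was 176. With the scan batch as a block and all fish it was 5, with the slide as a block 39, and among the fish of light groups A and B, with the light group as a block, 2. The gene lhb, which encodes gonadotropin subunit beta-2, lies on chromosome 28 of Ssal_v3.1 from 20704548 to 20706920. Its normalized log2 value was 8.08 ± 0.20 (SD, n = 5) in pubertal and 5.15 ± 1.19 (SD, n = 14) in immature fish. This is a log2-ER of 2.94 (standard error 0.51, adjusted p = 0.0175 from limma), with 5 of 5 pubertal fish above the immature mean. The call was lost when fish 190, 245, 202 or 211 was left out (adjusted p up to 0.0770). It was also lost in the fit of light groups A and B, where 2 of the 4 immature fish are fish 160 and 250, with a log2-ER of 2.03 (adjusted p = 0.586, range over its alternatives 1.10e-05 to 0.586). For hsd3b1, which encodes 3 beta-hydroxysteroid dehydrogenase, the log2-ER was 3.04 (standard error 0.58, adjusted p = 0.0225 from limma, 5 of 5 pubertal fish above the immature mean). That call was lost without fish 190, 202, 211 or 213, in the fit of light groups A and B (adjusted p = 0.685) and after normexp background correction, where the log2-ER was 1.65 (adjusted p = 0.0782, range over its alternatives 2.82e-06 to 0.685). Without fish 190, 245, 202 or 211 the count of probes was 32, 41, 26 and 2. The genes fshb, cyp19a1b, hsd17b3, smtlb and pgr rose in 5 of 5 pubertal fish without passing the threshold when fish 160 and 250 counted as immature. The log2-ER was 2.11 for fshb (adjusted p = 0.246), 1.26 for cyp19a1b (adjusted p = 0.0937), 0.91 for hsd17b3 (adjusted p = 0.242) and 1.14 for smtlb (adjusted p = 0.295). The 2 probes of hsd17b3 went in opposite directions. For pgr it was 2.48 (adjusted p = 0.0585), and pgr passed the threshold after quantile normalization (adjusted p = 0.0324), with arrays scaled to their median (0.0269) and with the authors' processed values (0.0328), in a range over its alternatives of 0.00154 to 0.712. In a fit without fish 160 and 250, added after seeing the data and leaving out fish that lie near the pubertal group, 4 of these 5 genes passed. The log2-ER there was 2.46 for fshb (adjusted p = 0.0222), 1.50 for cyp19a1b (adjusted p = 9.47e-05), 1.08 for hsd17b3 (adjusted p = 0.00716) and 2.79 for pgr, and smtlb stayed short of it at 1.23 (adjusted p = 0.126). For htr3a, with 3 of 5 pubertal fish in that direction, it was -0.34 (adjusted p = 1.00).

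**Figure D1:**
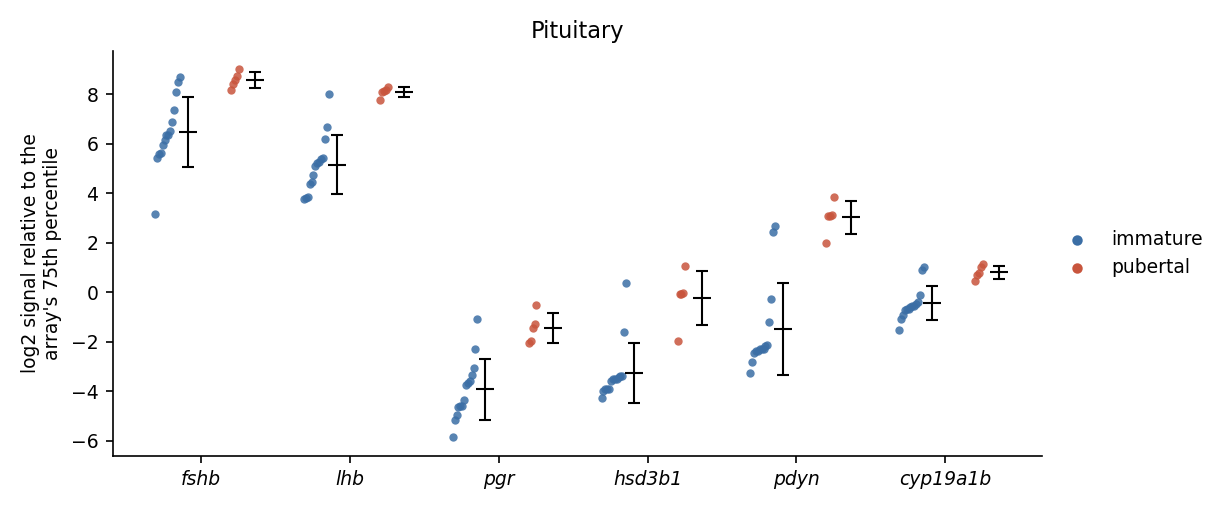
Normalized log2 signal of 6 genes in the pituitary of 14 immature and 5 pubertal fish, 1 point per fish, with the mean and SD of each group beside the points. The pubertal fish lie close together for lhb (SD 0.20), and the immature fish spread more widely (SD 1.19).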

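Among probes past the threshold whose groups did not overlap in the pituitary, the largest rises were in LOC106591667, with a log2-ER of 2.44 (adjusted p = 0.0200 from limma), LOC106577132 (2.17, adjusted p = 0.00922), LOC100194714 (1.51, adjusted p = 0.0168), nr5a5 (1.45, adjusted p = 0.0311) and a probe without a gene name in the reference (1.37, adjusted p = 0.00913). In each, 5 of 5 pubertal fish lay above all immature fish. The 1 such fall was in another probe without a gene name, with a log2-ER of -0.89 (adjusted p = 0.0213, 5 of 5 pubertal fish below all immature fish). None of these 6 calls held in the fit of light groups A and B, where the adjusted p lay between 0.529 and 0.634 and where fish 160 and 250 make up 2 of the 4 immature fish. Leaving out fish 211 lost each of them, with the largest adjusted p of any fish left out at 0.0977, 0.0617, 0.0770, 0.129, 0.0617 and 0.108 in the order given. That of LOC106591667 was also lost without fish 190, 245 or 202, that of LOC100194714 without fish 190 or 202, and that of the probe that fell without fish 190, 202 or 213. The call of nr5a5 was lost without any 1 of the 5 fish, and with the authors' processed values (adjusted p = 0.0553, range over its alternatives 0.00636 to 0.552). After normexp background correction the unnamed probe that rose was no longer past the threshold (0.80, adjusted p = 0.0597, range over its alternatives 3.03e-06 to 0.569). The probe that fell was lost there as well (-0.39, adjusted p = 0.966) and with the authors' processed values (adjusted p = 0.0697, range over its alternatives 0.0107 to 0.966).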

Microarray analysis of the pituitary gland revealed changes in the expression of genes involved in the endocrine control of maturation and indicated modification of tissue structure. In addition to fish 160, marked by high levels of serum steroids, fish 250 with GSI 0.043 showed expression profiles similar to those of fish that showed signs of sexual maturation (Figure 2b). This individual had enlarged germinative compartments with actively dividing cells (Table 1). 

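To place each fish between the groups, the probes past the threshold in a fit without that fish were averaged, each signed by its direction. The result was scaled so that the mean of the other immature fish was 0 and the mean of the other pubertal fish was 1. In the pituitary, fish 160 lay at 0.811 (over 215 probes) and fish 250 at 0.791 (over 188 probes). The other immature fish lay between -0.177 (fish 236) and 0.127 (fish 203). The 5 pubertal fish lay between 0.470 (fish 213) and 1.21 (fish 211), the last over only 2 probes, because few probes passed the threshold without it. After quantile normalization, fish 160 was at 0.848 and fish 250 at 0.791. These are values of single fish, and no test was run on them. The normalized log2 value of lhb was 6.68 in fish 160 and 8.00 in fish 250, and that of fshb was 8.48 and 8.70. Over 100 probes whose level follows the fish from tissue to tissue, the pituitary array of fish 250 correlated at 0.053 with the testis array of fish 250. Of the 19 pituitary arrays, 17 were nearest to the testis array of their own fish, with correlations from 0.767 to 0.919.

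**Figure D2:**
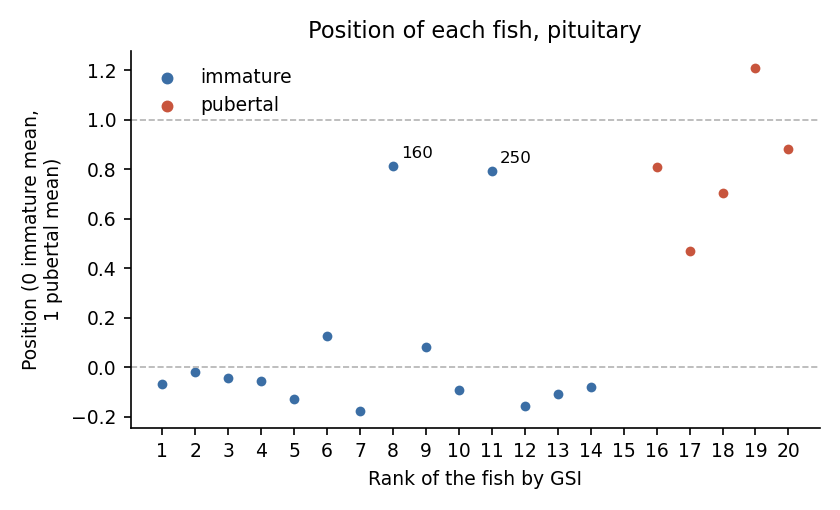
Position of each fish in the pituitary, without fish 184, against its rank by GSI, with dashed lines at the means of the immature (0) and pubertal (1) fish. The points of fish 160 (0.811) and fish 250 (0.791) lie above those of every other immature fish. They also lie above those of pubertal fish 213 (0.470) and 245 (0.702), and that of fish 160 above that of pubertal fish 190 (0.808). Each fish has its own probes and its own scale, so these points do not rank the fish. On the scale of fish 190 the highest immature fish was at 0.697, and on that of fish 245 at 0.641, both below the pubertal fish. On the scale of fish 213 it was at 0.616, above that fish.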

Increased pituitary expression and serum levels of gonadotropins are strongly associated with sexual maturation of salmon [27]. *Nrob1* (*dax1*) is a nuclear receptor that plays a key role in testes development and male fertility [28]. *Aromatase* or *cyp19a1*, *hydroxysteroid* (*17-beta*) *3*, and *3 beta-hydroxysteroid dehydrogenases* catalyze the biosynthesis and conversion of sex steroids [29,30], and the progesterone receptor can be involved in feedback control of steroidogenesis. Somatolactin levels increase during salmon maturation and are closely correlated with 11-ketotestosterone. Somatolactin stimulates steroidogenesis in salmon testes in vitro, although its activity is considerably lower compared to gonadotropin [31]. In addition to endocrine regulators of maturation, we observed increased expression of hormones that control smooth muscle contraction (*protachykinin*, two paralogs) and behavior (precursor protein for opioid neuropeptides *prodynorphin*). 

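The prodynorphin gene pdyn lies on chromosome 15 of Ssal_v3.1 from 72703077 to 72705210. Its normalized log2 value in the pituitary was 3.02 ± 0.67 (SD, n = 5) in pubertal fish and -1.50 ± 1.85 (SD, n = 14) in immature fish, among them 2.65 in fish 160 and 2.43 in fish 250. The log2-ER was 4.52 (standard error 0.80, adjusted p = 0.0188 from limma), with 5 of 5 pubertal fish above the immature mean. Without fish 190, 202 or 211 the adjusted p rose to as much as 0.0977. Among the fish of light groups A and B, with the light group as a block and with these 2 fish among the 4 immature ones, the log2-ER was 2.53 (adjusted p = 0.642, range over its alternatives 2.32e-07 to 0.642). Of the protachykinin genes, tac1 was the one that could be matched by name. Its probe was well above background on 1 of 5 pubertal and 1 of 14 immature arrays and was not tested. The means differed by 0.64 on the log2 scale, and by -0.13 after normexp background correction.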

Prodynorphin is also linked to the pubertal maturation of the reproductive neurosecretory axis, alongside factors such as kisspeptin and its receptor [32]. It seems to play a role in the timing of puberty onset in female pigs in the context of the hypothalamic-pituitary–gonadal axis, which is crucial for the initiation of puberty and the release of gonadotropins such as LH and FSH. The significant structural and functional rearrangement of the pituitary gland is indicated by the upregulation of the genes involved in synaptic transmission (*cholinergic receptor*, *LCR transmembrane neuronal protein 1*, and *synaptophysin*) and the differentiation and maintenance of neurons (*neuritin* and *neurofilament proteins*).

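The neural list held the neurofilaments, internexins, synaptophysins, neuritins, neurexophilins, neuronal acetylcholine receptors, leucine-rich repeat neuronal proteins, synaptotagmins, syntaxins, synapsins and neurexins that carry a symbol in the reference. It was made of 28 probes, of which 26 were tested in the pituitary. The symbols were chosen after seeing the data, because the reference gives no gene descriptions. The median log2-ER of the list was 0.01, against -0.01 for all probes tested, and 16 probes were higher and 10 lower in pubertal fish. After normexp background correction the median of the list was -0.06, and with the authors' processed values it was -0.04. In limma, 0 of the 26 probes passed the threshold, also when adjusted over the list alone (2 at an unadjusted p, and 2 with the methods' t-test). The adjusted p of the list was 0.538 from camera with a preset correlation of 0.01, 0.540 with an estimated correlation and 0.570 from fry. Genes of Figure 2b were matched by symbol, and most probes carry no symbol other than a LOC number. Whether the matched probes stand for the genes shown there is therefore not settled. Of those matched, nrn1a had a log2-ER of 1.58 (adjusted p = 0.340 from limma), and 1.92 without fish 160 and 250 (adjusted p = 0.00553). The log2-ER was 0.11 for nrn1, which was well above background on 4 of 5 pubertal and 10 of 14 immature arrays, 0.01 for nefl, 0.01 for inaa and -0.02 for lrtm1, and it changed sign under some alternatives for each of these 4 genes. From the upregulation of genes of synaptic transmission and of the differentiation and maintenance of neurons, the paper reasons that the pituitary was rearranged in structure and function.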

### 3.3. Testis Transcriptome

The data analysis of testicular gene expression was determined by the relative size of testes, with groups with GSI < 0.08% and GSI ≥ 0.23% (respectively, 14 and 6 fish). 

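Testis RNA of the same 20 fish was hybridised to arrays of the same design, 1 fish per array, and the deposited scanner output was processed as for the pituitary. The 6 pubertal fish were 184, 190, 213, 245, 211 and 202. By the sample labels, 3 of them came from light group A and 3 from light group B, whose other 2 fish each were immature. The 5 fish of light group D and the 5 of light group E were all immature, so that maturity and light regime overlap. Spots well above background made up 65.6% to 86.6% of the pubertal arrays (median 75.5%) and 66.5% to 84.1% of the immature arrays (median 81.0%). The 75th percentile of the signal had a median of 288 on pubertal and 389 on immature arrays before scaling. The arrays lay on 10 slides and were scanned in 2 batches, of which one held 5 pubertal and 11 immature fish and the other 1 and 3. The 35614 probes well above background on at least 6 arrays were tested in the same model and at the same threshold. The median log2-ER over all of them was 0.30. It was 0.11 after normexp background correction, 0.16 after quantile normalization, 0.37 with each array scaled to its median and 0.39 with the authors' processed values. Differences are given without subtracting this shift, and the medians of some gene lists are given relative to it as well. The arrays measure the abundance of a transcript relative to the rest of the tissue, so a change in the share of a compartment and a change of transcription give the same values.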

The latter group, which showed a marked concurrent increase in the expression of pituitary hormones, serum steroids, advanced germ cell development in testes, and increased GSI, is referred to as pubertal/maturing—as opposed to immature—salmon. For the interpretation of data, it is necessary to note that the observed differences could be caused by the disproportional growth of testicular compartments, the regulation of transcription, or their combination. The relative abundance of transcripts of genes with high and low expression in the germinative compartment increased or decreased, even in the absence of transcriptional changes, due to the increase in its proportion. Gene expression differences are commonly presented as up- and downregulation. Here, differential expression was assessed as in all our microarray analyses, but we prefer to use the terms “high and low specific activity” in pubertal testes (HSA and LSA) instead of, respectively, up- and downregulation. In total, 7792 genes showed a difference between the pubertal and immature testes, and gonad-specific genes (GSG) accounted for 10.2% (Table 2). 

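In the testis, 21073 of the 35614 probes tested (59.2%) were past the threshold, 11396 with high and 9677 with low specific activity in pubertal fish. The median size of the log2-ER was 1.36 among the former and 1.76 among the latter, and 365 and 1169 probes, respectively, changed more than 8-fold. In 8955 of all probes tested (25.1%) no pubertal fish overlapped with any immature fish, which chance gives for 0.00516% of probes, and 8649 of these (4358 higher and 4291 lower) were past the threshold. At an unadjusted p, limma gave 21306 probes and the methods' t-test 21071. Counted with 1 probe per gene name, 20991 were past the threshold. The count moved most after normexp background correction, which gave 9986 probes, 9913 of them shared with the count above. Within the fish of light groups A and B, with the light group as a block, 15470 probes passed. Within the larger scan batch the count was 21371. Within the smaller one it was 15163, with a single pubertal fish that is assumed to vary like the immature fish, although pubertal fish varied more in genes such as spo11, so this number is no measure of stability between batches. Leaving out each pubertal fish in turn gave counts from 20353 to 22011. Which genes are gonad-specific was decided in the study from arrays of other tissues that are not among the deposited data, so their share was not computed.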

The proportion of GSG among HSA was 3.3 times higher than that of LSA.

Functional groups with coordinated expression changes are searched by significant difference of mean log_2_-ER from zero baseline. 

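The part of Supplementary Table S1 that was at hand held 1504 of its 9113 entries, and 1275 probes of these were measured on the deposited arrays. All 1275 changed in the direction printed there, 661 up and 614 down, and 1214 were past the threshold. Across these probes, which are not independent replicates, the log2-ER and the paper's correlated at r = 0.969. By the paper's annotation of these entries, 202 probes belonged to the cell cycle, with a mean log2-ER of 1.18 and an SD of this mean between the 6 pubertal fish of 0.18. The 184 probes of the chromosome group had a mean of 1.42 (SD 0.24) and the 30 probes of DNA repair a mean of 1.65 (SD 0.27). Of the 37 probes of the cilia group, 35 rose and 2 fell, with a mean of 2.07. These are the entries the study had called, so their direction is not independent evidence. Lists of genes by symbol were tested against all other probes with camera, while fry tests a list by itself for any change. In the testis, 11 such lists were tested. The 56 probes of the cilia list (axonemal dyneins, cilia- and flagella-associated proteins, radial spoke heads, sperm-associated antigens and intraflagellar transport proteins) had a median log2-ER of 2.23, which is 1.94 above the median of all probes. Of these, 53 rose and 3 fell, and 48 were past the threshold, all higher (adjusted p = 1.03e-10 from camera, 0.212 with an estimated correlation and 2.82e-08 from fry). The 8 probes of the meiosis list all rose past the threshold, with a median of 3.16 (adjusted p = 0.000338 from camera, 0.212 with an estimated correlation and 1.57e-08 from fry).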

Four large groups (from 38 to 239 genes) with high specific activity in pubertal testes are clearly associated with sexual maturation, which involves rapid cell division and DNA repair as part of meiosis, rearrangement of chromosomes, and the development of cilia, i.e., flagella of the spermatozoa (Table 3); most of these genes are gonad-specific. The composition of functional groups among LSA genes indicates considerable complexity of the interstitial compartment. 

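Of the functional groups with low specific activity, those below could be followed by gene symbols. Among 14 probes of antiviral genes (interferon regulatory factors, interferon-induced genes, mx and rsad2), 7 rose and 7 fell, and 2 were past the threshold upward and 7 downward. Their median log2-ER was -1.07, or -1.36 relative to the median of all probes (adjusted p = 0.0580 from camera, 0.327 with an estimated correlation and 1.43e-06 from fry). Without the filter on dim probes the camera p was 0.0266. The 13 collagen probes had a median of -1.04, with 10 lower and 3 higher, 8 of them past the threshold downward and 2 upward (adjusted p = 0.0123 from camera, 0.114 with an estimated correlation and 4.85e-09 from fry). The hox genes stood for regulators of differentiation. Their 56 probes had a median of -1.66, with 49 lower and 7 higher, 35 past the threshold downward and 4 upward (adjusted p = 2.56e-07 from camera, 0.211 with an estimated correlation and 2.82e-08 from fry). After normexp background correction the median of the hox genes was -0.30, or -0.40 relative to that of all probes, and that of the collagens -0.56. Immunoglobulins and lymphocyte-specific genes could not be listed by symbol and were not tested.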

Genes with decreased activity included genes of innate antiviral responses (211), lymphocyte-specific genes (211), regulators of differentiation (255), genes of nervous system (200), and genes encoding proteins of extracellular matrix (101). The greatest 8.2-fold difference was seen in immunoglobulins suggesting a potential depletion of B cells.

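Of the genes in Table 4, 6 could be matched to a probe by their name or a symbol of the same meaning. Low specific activity in pubertal fish was measured for the cyclin-dependent kinase inhibitor 1B-like gene LOC106609234 (log2-ER -2.60, standard error 0.21, adjusted p = 1.25e-09 from limma) and for the 3 other probes of that name. The same held for the fetuin-B-like gene si:ch211-262h13.5 (-3.17, standard error 0.26, adjusted p = 1.03e-09) and for lhx8a (-2.48, standard error 0.19, adjusted p = 5.50e-10). In each of these genes, 6 of 6 pubertal fish lay below the immature mean. For slbp2, the oocyte-specific histone stem-loop-binding gene, the log2-ER was -1.12 (adjusted p = 0.000266, 6 of 6 fish), and among the fish of light groups A and B with the light group as a block it was -0.91 (adjusted p = 0.0799, range over its alternatives 0.000379 to 0.0799). The late histone gene LOC106575627 had a log2-ER of -1.99 (adjusted p = 0.0129, 6 of 6 fish). It did not pass the threshold without fish 202 (adjusted p = 0.056), nor among the fish of light groups A and B, where the log2-ER was -1.38 (adjusted p = 0.193, range over its alternatives 0.0151 to 0.193). The gene that the array names barrier-to-autointegration factor, LOC106563483, was higher in pubertal fish, at 3.48 ± 0.52 (SD, n = 6) against 0.79 ± 0.56 (SD, n = 14). Its log2-ER was 2.69 (standard error 0.26, adjusted p = 1.36e-08, 6 of 6 fish), and both probes of the name rose. Table S2 of the paper lists these 2 probes among the genes increased in pubertal fish, so whether they stand for the gene of Table 4 is not settled. The ovostatin and zp genes of Table 4 could not be matched to a probe.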

Developmental changes were found in 71 GSG with high activity in both testes and ovaries, 90% were among LSA, and some of them are known to be involved in female reproduction (Table 4). *P27kip1*- and chromatin-condensing *banf* control ovarian development [33,34]. *Cpebp1* regulates cytoplasmic polyadenylation and translation of mRNA during oocyte maturation, and *lsm14* is essential for oocyte meiosis [35]. *Ovostatins* (eight LSA genes) are protease inhibitors identified in eggs [36], and *fetuin* is a protease inhibitor that prevents premature hardening of the zona pellucida before fertilisation [37]. *Zp* glycoproteins (five and four LSA genes from two families) are components of an extracellular matrix surrounding oocytes that mediates sperm binding and prevents post-fertilization polyspermy.

GSC, which decreased specific activity in puberty, included several of the most studied and well-characterized regulators of reproduction (Table 5). 

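Among the genes of Table 5, the dead end gene dnd1 had a normalized log2 value of -1.91 ± 0.40 (SD, n = 6) in pubertal and -0.25 ± 0.37 (SD, n = 14) in immature testes. This is a log2-ER of -1.66 (standard error 0.19, adjusted p = 1.45e-07 from limma), with no overlap between the groups. For the nodal homolog, the 1 gene that could be matched, ndr1, had a log2-ER of 0.60 (standard error 0.30, adjusted p = 0.0755), with 4 of 6 pubertal fish above the immature mean. For lhx2b the log2-ER was -0.63 (adjusted p = 0.261), and its probe was well above background on 2 of 6 pubertal and 12 of 14 immature arrays. It was 0.01 after normexp background correction and 0.09 with the authors' processed values, and it passed the threshold only when fish 190 was left out.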

*Dnd* [38], *nodal* [39], and *zglp1* [40] are essential for differentiation and maintenance of GC, whereas *nanos* controls the sexual differentiation of germ cells by promoting the male fate [41,42]. *Foxl2* plays a key role in the development of mammalian ovaries [43,44]; however, our transcriptome database shows a higher expression of the Atlantic salmon gene in testes. *Amh* is highly expressed by Sertoli cells from early fetal life to puberty when it is downregulated by male sex steroids [45]. This hormone inhibits the proliferation and differentiation of germ cells, as well as steroidogenesis in both sexes [46]. 

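The gene amh lies on chromosome 10 of Ssal_v3.1 from 22260968 to 22264284. Its normalized log2 value was 1.46 ± 1.13 (SD, n = 6) in pubertal and 5.48 ± 0.82 (SD, n = 14) in immature testes. The log2-ER was -4.02 (standard error 0.42, adjusted p = 3.82e-08 from limma), and all pubertal fish lay below all immature fish. With each pubertal fish left out in turn, it stayed between -4.42 and -3.81.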

*Gsdf* is a fish-specific gene expressed mainly in Sertoli cells, which is involved in germ cell proliferation and male sex determination [47,48]. 

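The probe of the gene that the reference names irf9 was measured at -0.11 ± 0.45 (SD, n = 6) in pubertal and 2.22 ± 0.26 (SD, n = 14) in immature testes. Its log2-ER was -2.33 (standard error 0.17, adjusted p = 2.75e-10 from limma), and the groups did not overlap. This gene lies on chromosome 19 of Ssal_v3.1 from 72151036 to 72159405. The paper also calls its gene irf9-like, and whether both are the same locus could not be settled from the array.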

Another fish-specific gene that evolved from an immune regulator *irf9* determines male sex by arresting ovarian development [49]. *Inhibins* are antagonists of follicle-stimulating hormone (fsh) that are expressed in the interstitial compartment of salmonid testis [50]. 

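The inhibin alpha gene inha was measured at 4.77 ± 0.72 (SD, n = 6) in pubertal and 6.28 ± 0.28 (SD, n = 14) in immature testes, a log2-ER of -1.51 (standard error 0.22, adjusted p = 3.68e-06 from limma). After quantile normalization it was -2.18. The inhibin beta A gene inhbaa had a log2-ER of -2.66 (standard error 0.32, adjusted p = 2.59e-07). Its probe was well above background on 4 of 6 pubertal and 14 of 14 immature arrays. After normexp background correction it was -0.59 (adjusted p = 0.0577, range over its alternatives 3.34e-07 to 0.0577). For both genes, 6 of 6 pubertal fish lay below the immature mean.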

The reduced responsiveness of the pubertal testes to external endocrine and neural signals was indicated by the decreased specific activity of genes that encode receptors for fsh, androgen, progesterone, and neuro mediators. 

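The progesterone receptor gene pgr was measured at -1.44 ± 1.07 (SD, n = 6) in pubertal and 1.09 ± 0.75 (SD, n = 14) in immature testes, a log2-ER of -2.52 (standard error 0.39, adjusted p = 8.28e-06 from limma, 6 of 6 pubertal fish below the immature mean). The list of hormone and neurotransmitter receptors with a symbol held 11 probes tested, of receptors for sex steroids, gonadotropins, GABA and glutamate. Of these, 8 fell and 3 rose, and 6 were past the threshold downward and 3 upward. Their median log2-ER was -1.26, or -1.55 relative to the median of all probes, and it was -0.13 after normexp background correction. The adjusted p was 0.116 from camera, 0.327 with an estimated correlation and 8.65e-05 from fry. No probe carries the symbol of the fsh receptor or of the androgen receptor.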

Several GSG genes encoding hormones known for their association with maturation showed high specific activity in pubertal testes. Gonadal glycoprotein hormone alpha forms dimers with various beta subunits to activate hormone receptors [51]. The presence of non-hypothalamic *gnrh* in fish is known, but its function remains unclear [52]. In Atlantic salmon, expression of this gene is highest in the ovary, followed by the testis, brain, blood, and pituitary. *Boule* is highly expressed in male, but not in female gonads [5]. 

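In the testis, e2f4 was measured at 2.72 ± 0.23 (SD, n = 6) in pubertal and 1.33 ± 0.17 (SD, n = 14) in immature fish. The log2-ER was 1.39 (standard error 0.12, adjusted p = 3.66e-09 from limma), and every pubertal fish lay above every immature fish. The gene is on chromosome 10 of Ssal_v3.1 from 107841381 to 107854214.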

The transcription factor *e2f4* is essential for the development of the male reproductive system [53]. *Sfmbt1* can be involved in spermatogenesis as a regulator of the expression of canonical *histone* genes [54]. 

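The gene tdrd12, on chromosome 10 of Ssal_v3.1 from 110719999 to 110747963, was measured at -0.52 ± 0.59 (SD, n = 6) in pubertal and -2.48 ± 0.45 (SD, n = 14) in immature testes. Its log2-ER was 1.96 (standard error 0.24, adjusted p = 2.98e-07 from limma), with the groups apart in all fish. No probe carries the symbol of sox-30.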

Transcription factor *sox-30* and transcription regulator *tdrd12* are located in spermatocytes and spermatids [55,56].

LSA in pubertal testes prevailed among genes encoding proteins of steroid metabolism (36 of 43 genes). 

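Of the steroid genes, cyp17a1 had a log2-ER of -3.37 (standard error 0.30, adjusted p = 4.70e-09 from limma) and cyp7b1 of -1.26 (standard error 0.20, adjusted p = 1.03e-05). For hsd3b1, which rose in the pituitary and whose call there did not hold without fish 190, 202, 211 or 213, the log2-ER in the testis was -1.51 (standard error 0.29, adjusted p = 0.000118). In akr1d1, which encodes 3-oxo-5-beta-steroid 4-dehydrogenase, it was -4.40 (standard error 0.31, adjusted p = 1.95e-10), with the probe well above background on 4 of 6 pubertal and 14 of 14 immature arrays. In each of these 4 genes all pubertal fish lay below all immature fish. The list of steroid hormone biosynthesis by symbol held 8 probes tested, of which 4 rose and 4 fell, with 3 past the threshold downward and 0 upward. The count of 0 upward is that of limma, and 3 probes of the list passed in all at an unadjusted p, as with the methods' t-test. Its median log2-ER was 0.23, or -0.06 relative to the median of all probes, its mean was -0.61, and after quantile normalization its median was -0.10. The adjusted p was 0.418 from camera, 0.413 with an estimated correlation and 5.41e-06 from fry.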

Nine genes, including eight LSA, are involved in steroid hormone biosynthesis (Table 6). Mapping to the KEGG pathway (https://www.kegg.jp/kegg/mapper/assign_ko.html, Supplementary Figure S2) showed that these genes control all routes from cholesterol to hormones, and notably, only four of them are gonad-specific. Apart from testes, steroid hormones can be produced in other fish organs, including head, kidney, liver, intestine, and adipose tissue [57]; however, we are unaware of published data on the biosynthesis of sex steroids outside gonads.

The greatest specific activity in the pubertal testis was observed in genes directly involved in spermatogenesis; this group includes a total of 95 genes associated with flagella and motility, 34 genes with roles in meiosis, and 22 genes with various functions that do not fit into these two categories. 

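Of the genes with the highest specific activity in pubertal testes, spo11 lies on chromosome 13 of Ssal_v3.1 from 23657847 to 23670640 and rec114 on chromosome 11 from 17337643 to 17346996. The former was measured at 2.26 ± 1.37 (SD, n = 6) in pubertal and -0.97 ± 0.26 (SD, n = 14) in immature fish, a log2-ER of 3.23 (standard error 0.35, adjusted p = 5.98e-08 from limma). The latter was measured at 2.22 ± 1.19 and -1.89 ± 0.35, a log2-ER of 4.11 (standard error 0.32, adjusted p = 7.19e-10). The log2-ER was 3.09 for sycp3 and 3.37 for mcmdc2. Among the genes of flagella and motility it was 3.52 for dnah10, 3.76 for dnal4, 3.85 for spag16, 4.11 for spef2 and 3.44 for cfap43, which the array names WD repeat-containing protein 96. For the testis-specific gene 10 protein, LOC106574631, it was 2.70. The largest adjusted p among these genes was 3.20e-06, for mcmdc2. In all of them, every pubertal fish lay above every immature fish, and the direction was the same under each scaling tried.

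**Figure D3:**
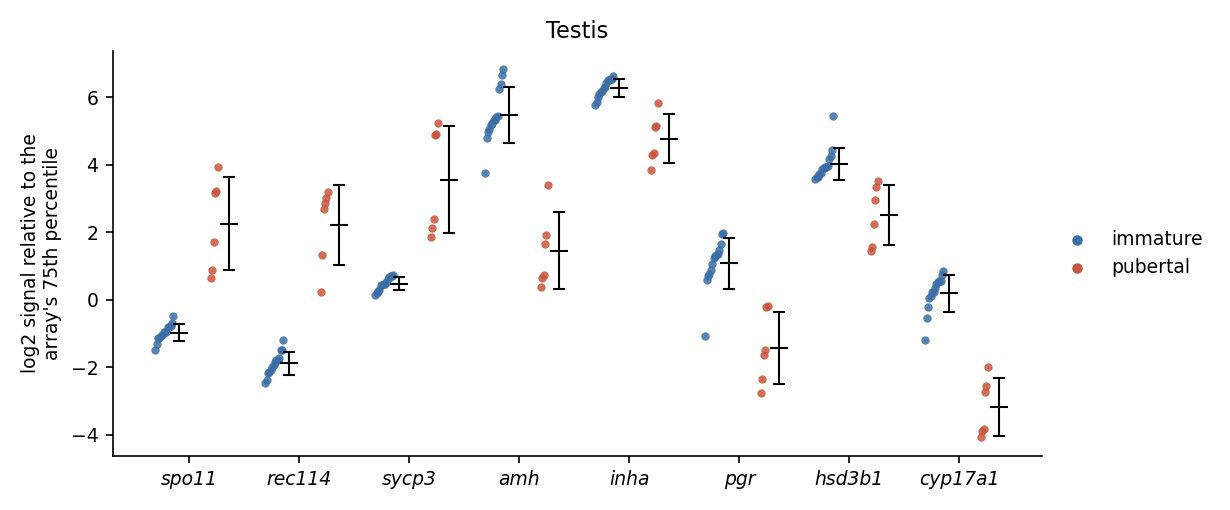
Normalized log2 signal of 8 genes in the testis of 14 immature and 6 pubertal fish, 1 point per fish, with the mean and SD of each group beside the points. The pubertal fish lie above the immature fish for spo11, rec114 and sycp3, and their mean lies below that of the immature fish for amh, inha, pgr, hsd3b1 and cyp17a1.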

A selection of the 25 genes with the highest activity within these categories is shown in Table 7. *Morn* is an uncharacterized sperm-specific protein [58]. *Slc9a10* maintains pH in spermatozoa [58] and *tcga10* is an essential component of spermatozoan cytoskeleton [59].

## 4. Discussion

This study addressed the relationship between gonadal growth and development in male Atlantic salmon with the aim of learning more about the regulation of these processes and identifying master genes. The results showed that the increase in the relative size of the testes in the interval of 0.01–0.08% was not associated with changes in the transcriptome. 

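To follow growth without maturation, each probe was fitted against the rank of GSI among the 14 immature testes, since the text gives single GSI values for only a few of these fish. Of 34020 probes well above background on at least 7 arrays, limma found 0 with an adjusted p under 0.05 for the slope and 521 at an unadjusted p. The smallest adjusted p was 1.00. The count stayed at 0 after normexp background correction (82 at an unadjusted p), without fish 160 (1355) and with log2 of GSI read from Figure 2a in place of its rank (405). Within the larger scan batch it was 0 as well (1747 at an unadjusted p). In simulated data of the same size, a change of 2 on the log2 scale per SD of the rank was put into 200 probes, and 99.5% of these were found. This adds up to more than 2 from the lowest to the highest rank. Smaller changes were not simulated, so how many of them would be found is not known.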

The structure of the tissue remained the same, although it grew many times faster than other tissues and the body, and distinct transcriptomic changes did not occur until advanced testis maturation (GSI of 0.2% and presence of SPB cells) was observed together with increased expression of pituitary sex hormones and sex steroids in serum. Testis transcriptome data are organized according to GSI because all fish with GSI less than 0.08% and greater than 0.23% had GE profiles characteristic of immature and mature testes, respectively. 

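The position of each fish between the groups was computed in the testis as in the pituitary, over about as many probes as the whole comparison called. The 14 immature fish lay between -0.0698 (fish 193) and 0.105 (fish 160). The pubertal fish lay at 0.654 (fish 184), 0.747 (fish 190), 0.929 (fish 213), 1.11 (fish 245), 1.16 (fish 211) and 1.1 (fish 202), in the order of their GSI. Among the immature fish, no relation of position and rank of GSI was detected, with Pearson's r = 0.167 (p = 0.569) and Spearman's rho = 0.112 (p = 0.703, permutation tests with 100000 resamples, two-sided). Without the 2 fish farthest from the median rank, r was 0.232. Within the larger scan batch, over 11 fish, r was 0.327 (permutation test, p = 0.326), a value computed after the others had been seen, and the other batch held 3 immature fish, too few for a value. All of these values are of the same relation, position against rank of GSI, and their p-values are not adjusted.

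**Figure D4:**
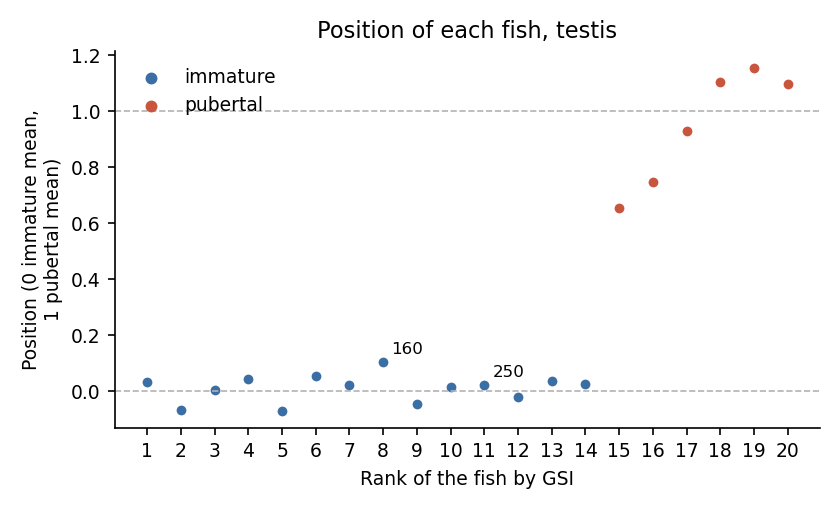
Position of each fish in the testis against its rank by GSI, with dashed lines at the means of the immature (0) and pubertal (1) fish. The immature fish lie between -0.0698 and 0.105 and the pubertal fish between 0.654 and 1.16.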

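In the testis, fish 160 lay at 0.105, over 20988 probes, above every other immature fish, of which the next was fish 203 at 0.0557. Fish 250 lay at 0.0211, over 21004 probes, among the others. After quantile normalization the values were 0.0985 and 0.00227. Over the probes that rose in pubertal fish alone, fish 160 lay at -0.0967 and fish 250 at 0.104. Without both fish the number of probes past the threshold was 20917 in the testis. In the pituitary it is open which fish the array labelled 250 came from.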

Based on plasma hormone levels and pituitary gene expression, fish 160 and 250 may be classified as sexually maturing, although in terms of the histological structure of the testes, they are much closer to immature males. This is most likely due to a delay between endocrine regulation and the onset of terminal spermatogenesis. Transcriptome changes indicated immature testis as a complex multifunctional tissue with high potential for different developmental scenarios, including angiogenesis, bone, cartilage, and nervous tissue formation. LSA included 314 genes that regulate differentiation and 84 growth factors and related genes. 

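Growth factors were followed by the symbols of the fgf, gdf, igf, tgfb, vegf, pdgf, hgf, egf and ngf genes. Of 23 probes on the array, 16 were tested in the testis. Of these, 14 fell and 2 rose, and 11 were past the threshold downward and 1 upward. The median log2-ER was -1.18, or -1.47 relative to the median of all probes. It was -0.19 after normexp background correction. The adjusted p was 0.00111 from camera, 0.0262 with an estimated correlation and 7.93e-11 from fry. Over all 23 probes, without the filter on dim probes, 8 rose, 3 of them past the threshold, the median was -0.78 and the adjusted p was 0.00716 from camera and 0.0999 with an estimated correlation. Without the 3 fish with oocytes the latter was 0.0812.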

The immune activity of Atlantic salmon testes is relatively low, although higher than that in skeletal muscle or the brain [24]. However, sexual maturation was associated with a decrease in the specific activity of many immune pathways and functional groups in the testis, with B cells being the most affected. 

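Of the immune groups, complement genes with a symbol were represented by 20 probes, of which 19 fell and 1 rose, with 16 past the threshold downward and 0 upward in limma (16 past in all at an unadjusted p, as with the methods' t-test). Their median log2-ER was -2.62, and -0.75 after normexp background correction. The adjusted p was 5.95e-06 from camera, 0.0195 with an estimated correlation and 3.50e-12 from fry. Among 9 probes of antigen presentation, 8 fell and 1 rose, with a median of -2.17 (adjusted p = 0.00111 from camera, 0.212 with an estimated correlation and 2.82e-08 from fry). Among 9 chemokine and chemokine receptor probes, 5 fell and 4 rose, with 2 past the threshold downward and 3 upward. Their median was -0.46, and 0.26 with the authors' processed values (adjusted p = 0.462 from camera, 0.628 with an estimated correlation and 0.00200 from fry). B cells could not be followed, since no list of immunoglobulin genes could be made by symbol.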

In European eels (*Anguilla anguilla*), several genes related to the immune system were downregulated in the brains of sexually mature males, and this may indicate the re-allocation of resources during maturation [60]. The available number of samples and techniques used in histology were insufficient to determine the precise threshold for the transition from hypertrophic growth to sexual maturation, and this decision point may vary between individuals depending on conditions and genetics. The initiation and rate of male maturity may show large disparity within the same population of fish. Factors affecting the onset of sexual maturation and the threshold of puberty have been previously discussed in the same fish material elsewhere [25].

Gonadal sex differentiation becomes apparent in female Atlantic salmon at 1.5–2 months post-hatching. Significant sex-related differences in testes gene expression can be found earlier, although testes seem to remain in an undifferentiated state for a longer time. Our transcriptomic data indicate that marked masculinization occurs during sexual maturation, as suggested by the decrease in transcripts of genes involved in oogenesis and the fertilization of oocytes. It should be noted that the histological analysis detected oocytes in 15% of the males, although only in fish with GSI < 0.08%. The occurrence and similar abundance of early previtellogenic oocytes in male testes has previously been observed in Atlantic salmon and is considered an intersexual state [61]. Thus, our data could be influenced by this phenomenon. 

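The study found oocytes in sections of fish 198, 255 and 221. Over the 10 probes of the Table 4 genes that could be matched, the mean normalized log2 value was 0.56 ± 0.22 (SD, n = 3) in these fish and 0.27 ± 0.22 (SD, n = 11) in the other immature fish. The difference was 0.29 (exact permutation test, two-sided, p = 0.0824, smallest p possible 0.00275). Of these probes, 2 are of the barrier-to-autointegration factor, which Table S2 lists as increased in pubertal fish, and without them the difference was 0.36 (exact permutation test, p = 0.110). Without the late histone, which the study does not mark as a gene of oogenesis, the difference was 0.24 (exact permutation test, p = 0.0192). The zona pellucida gene zpax1, on chromosome 15 of Ssal_v3.1 from 28507313 to 28513366, was chosen after seeing the data, as the zona pellucida gene that has a symbol and a probe. It was measured at 0.31 ± 1.75 (SD, n = 3) and -2.91 ± 1.45 (SD, n = 11), a difference of 3.22 (exact permutation test, two-sided, p = 0.0137). Adjusted over these 4 tests (Benjamini-Hochberg), the p was 0.0385 for zpax1, 0.0385 for the list without the late histone and 0.110 for each of the other 2. The list without the late histone was the form computed first, and all 4 were chosen after seeing the data. Of the fish with oocytes, 255 and 221 were scanned in a batch with 1 other immature fish, and all 3 come from light groups D and E. With the scan batch as a block and fish permuted within it (33 splits, smallest p possible 0.0303), the difference was 2.81 for zpax1 (p = 0.121) and 0.19 for the whole list (p = 0.424). It was 1.66 and 0.17 in the batch with 1 of these fish against 10 others, and 4.37 and 0.20 in the batch with 2 against 1. Among the 10 fish of light groups D and E it was 2.93 (p = 0.0500) and 0.25 (p = 0.217). For the list without the late histone, the difference was 0.21 with the scan batch as a block (p = 0.152, same permutation test). In light groups D and E it was 0.23 for that list (p = 0.075), so its p was not under 0.05 in either. Between pubertal and immature fish, zpax1 had a log2-ER of -0.51 (adjusted p = 0.582 from limma). When the 3 fish with oocytes were left out, 20415 probes of the testis were past the threshold, 20126 of them shared with the count over all fish.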

The intersex condition in salmonids has been linked to the exposure or administration of endocrine-disrupting compounds, such as estrogenic chemicals [62]. Juvenile salmonids are sensitive to hormonal treatment, and this is used for sex reversal and the production of all-female salmon stocks in aquaculture [63]. We have no information about the potential presence of endocrine-disrupting compounds in the feed or water during the present study.

While pituitary gene expression meets expectations, the transcriptome profile of the testes may seem counterintuitive since reductions were observed in many genes involved in maturation, such as sex steroid biosynthetic enzymes and receptors for sex hormones. Regulation of gene transcription was probably masked by disproportionate growth, which increased the relative abundance of transcripts located predominantly or exclusively in the germinal compartment. Genes were selected with a 1.75-fold cutoff. 

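The largest changes among probes whose groups did not overlap went down. A probe without a gene name in the reference was 0.59 ± 0.83 (SD, n = 14) in immature testes and not well above background on any pubertal array, which makes it at least 121-fold lower in pubertal fish (adjusted p = 7.08e-13 from limma). Bounds of this kind set the mean of the brighter group against the mean over the arrays of the other group of the lowest signal that was well above background, or the probe's own signal where that was higher. The log2-ER was -7.43 for LOC106578982 (standard error 0.44, adjusted p = 2.21e-11) and -7.14 for LOC106560287 (standard error 0.43, adjusted p = 2.31e-11). It was -6.67 for bricd5, which was well above background on 5 of 6 pubertal arrays, and -6.27 for LOC106612323. Among the rises, npt2a was not well above background on any immature array and was at least 23.5-fold higher in pubertal fish (adjusted p = 7.00e-12). For fbxo36a the log2-ER was 5.75, for LOC106604731 5.53, and for a pair of probes without a gene name 5.51 and 5.34. For each of these probes the call held under every scaling in which it was tested and with each pubertal fish left out. The first of them had no complete set of the authors' processed values. The reference holds no gene with the symbol of proteoglycan 4.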

Many genes showed a much larger difference, with the highest value being 207-fold (*proteoglycan 4*). Among the genes with a known specific role in salmon reproduction, *amh* (25-fold) and *irf9-like* (73-fold) were the most affected. Expression profiles were influenced by changes in tissue structure and transcriptional regulation, and we are unable to dissect and evaluate the contribution of these factors. Low specific activity means that gene expression might increase relative to the whole body, but it lagged behind in relation to testicular growth. Therefore, regardless of whether the transcription of hormone and neurotransmitter receptors was downregulated or not, the sensitivity of pubertal testes to external signals decreased, as did the specific activity of genes maintaining the GC population. 

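In each of light groups A and B, 3 of 5 fish were pubertal, and in groups D and E none of 10. The effect of the light regime on the testis without maturation was followed in the immature fish. Between the 5 fish of group D and the 5 of group E, limma found 0 of 34089 probes past the threshold (180 at an unadjusted p, and 108 with the methods' t-test at an unadjusted p). The count was 2 within the larger scan batch, 1 without fish 193 and 2 without fish 221. Between the 4 immature fish of groups A and B and the 10 of groups D and E, limma found 0 of 35572 probes (490 and 340 in the same order), and 2 without fish 160. In simulated data of these sizes, a change of 2 on the log2 scale in 200 probes was found in 84.5% and 89.5% of them.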

The fish used in this study were exposed to different light conditions [25], which affected the proportion of mature males in the experimental groups. However, after the decision point, all testicles were the same. 

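Among the 6 pubertal testes, 3 fish came from light group A and 3 from light group B. Of 32492 probes well above background on at least 3 arrays, limma found 0 past the threshold between them (516 at an unadjusted p, 264 with the methods' t-test and 0 after its Benjamini-Hochberg adjustment). After normexp background correction, 1 probe passed. This comparison has little power. In simulated data with 3 against 3 fish, 0% of 200 probes with a change of 2 on the log2 scale were found, 66.5% at a change of 4 and 91.5% at a change of 6. For a single value, the smallest p that permutations of 3 against 3 fish can give is 0.10, so no exact test could pass 0.05.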

The light regime influences the likelihood of maturation entering, but once it has begun, the process becomes autonomous. Given the low specific activity of genes of steroid metabolism, one may ask whether the pubertal testis is the sole or primary site of sex steroid biosynthesis. In general, the observed changes indicated functional simplification of the testes and polarization towards reproduction. Many functional groups were present among LSA, whereas HSA included only four groups, but with a large number of gonad-specific genes. 

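Over the 11 lists of genes by symbol in the testis, camera with a preset correlation put 7 past an adjusted p of 0.05, of which cilia and meiosis were higher in pubertal fish and collagens, growth factors, hox genes, antigen presentation and complement lower. With an estimated correlation 2 lists passed, growth factors and complement, and with fry all 11. Since fry does not set a list against the other probes, and 59.2% of all probes tested were past the threshold, passing it does not single out a list. Without the filter on dim probes 8 passed with camera, and without the 3 fish with oocytes 7. The probes of each list were found by symbol, chosen after seeing the data, and cover a small part of the functional groups of the study. From the observed changes in general, the paper proposes that the testis became functionally simpler and turned towards reproduction.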

Transcriptome data highlighted many uncharacterized Atlantic salmon genes involved in meiosis and sperm motility and also provided rich information on the distribution of gonad-specific genes between the interstitial and germinal compartments; the results in Supplementary Table S1 can be a useful source of information.

Transcriptome analyses aim to find unknown regulators of Atlantic salmon male reproduction and gene markers for precocious puberty. Sexual maturation begins with the production and secretion of pituitary sex hormones, followed by an increase in sex steroid levels and changes in the structure of the testes. We do not know if the onset of puberty is completely controlled by the pituitary gland, or whether the final decision lies with internal regulators within the testes. To identify triggers, it is necessary to examine fish at the transition from endocrine stimulation to tissue changes, such as the hypertrophy of the germinal compartment, meiosis, and sperm differentiation. This study was carried out on twenty male salmon, and two fish could fulfill this requirement. Detailed investigation of such fish may be one of the most interesting topics for future research. 

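The 35 genes of Supplementary Table S2 were chosen in the study on these same arrays, so their values here describe them and are not independent evidence. In all 35, fish 160 lay above every other immature fish. Its mean difference from them was 2.44 on the log2 scale, from 1.42 to 4.37 for single genes, and 2.34 after quantile normalization. The mean over the 35 genes varied between the other 13 immature fish with an SD of 0.22. The pubertal fish differed from the same fish by 3.15 on average. Per gene, the difference of fish 160 was 75.5% of that of the pubertal fish (median). In the comparison of pubertal and immature testes all 35 were past the threshold and higher. The mean difference was -0.15 in fish 250, 0.18 in fish 180 and -0.54 in fish 203. Across the 35 genes, which are not independent replicates, the difference of fish 160 and the one printed in Table S2 correlated at r = 0.954. The mean of the values printed there is 2.18, which is the paper's.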

As an illustration, we picked 35 genes with increased expression in six pubertal males and fish 160, which had high serum levels of sex steroids, but not in fish 180, which only showed changes in pituitary hormones. Half of these genes are involved in chromosome maintenance, the cell cycle, and regulation of transcription, and eight genes are gonad-specific (Supplementary Table S2). The available information is not sufficient to consider these genes to be possible triggers, but the accumulation of data will help us to identify the master genes for male puberty in Atlantic salmon.

## 5. Conclusions

The study identified major gene expression changes associated with testis growth and differentiation in Atlantic salmon. Once initiated, maturation appears to become largely autonomous, and sensitivity to external regulators weakens. Spermatogenesis predominates, while various developmental and immune processes are suppressed. The role of many genes involved in reproduction has been confirmed, and uncharacterized genes that may regulate puberty have been identified.

## Figures and Tables

**Figure 1:**
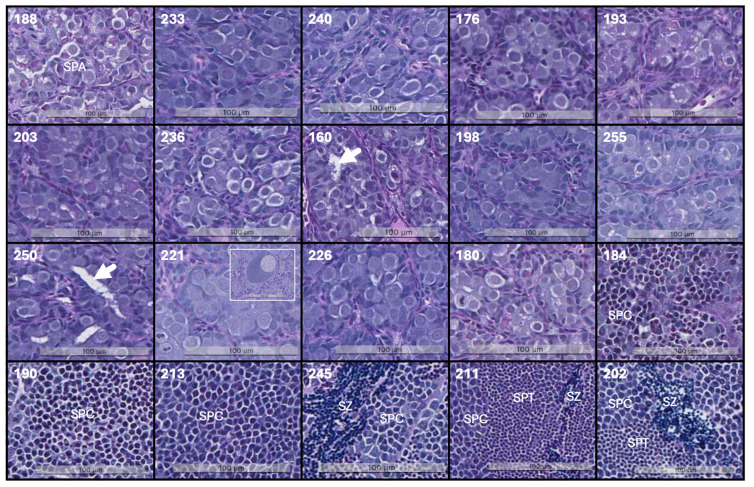
Histology of the testis. In fish 188–180, spermatogonia A (SPA) predominate in compact germinal compartments. Fish 160 and 250 exhibit tubules within the germinal compartment (highlighted by arrows). The small insert in 221 displays oocyte in the testis. Fish 190–202 show more advanced cell stages characterized by a reduction in nucleus diameter and darker staining of the nucleus due to condensed genetic material; spermatocytes (SPC), spermatids (SPT), and spermatozoa (SPZ) are indicated. The scale bar shown in the images indicates size. Fish are organized by ascending GSI. Sample identity, denoted by the number in the upper left corner, corresponds to Table 1. The samples were qualified as in Skjold et al. [25]. Tissue sections were stained with alcian blue and periodic acid Schiff.

**Figure 2:**
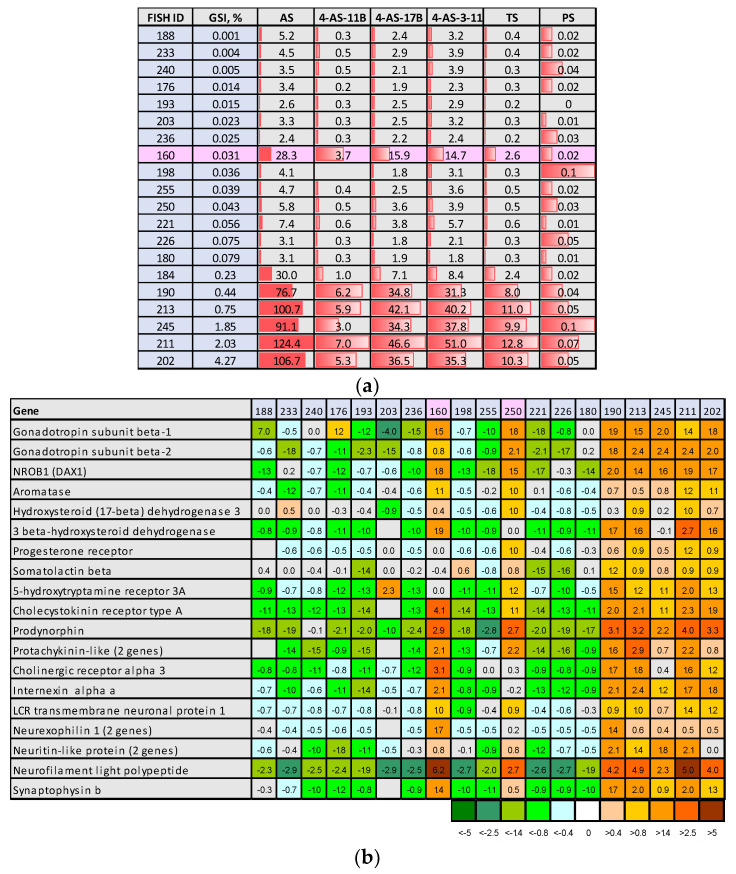
Endocrine and neural changes associated with growth of testis: (**a**) serum sex steroids (nmol/L) (AS—androstenedione; 4-AS-11B—4-Androsten-11B-OL3-17-dione; 4-AS-17B—4-Androsten-17B-OL3-11B-dione; 4-AS-3-11—4-Androsten-3-11-17-trione; TS—testosterone; PS—progesterone); (**b**) pituitary gene expression (microarray) (fish ID are the same as in panel (**a**)). Data are log_2_-ER centered to the average in all samples.

**Table 1:** Overview of testes histology with developmental stages.

FISH ID	Stage (I–V)/Most Advanced Cell Type	Stage (I–V)/Dominating Germ Cell Type	Size of Germinative Compartments	Observations
188	I/SPA	I/SPA	Small (<80 μm)	
233	I/SPA	I/SPA	Small (<80 μm)	
240	I/SPA	I/SPA	Small (<80 μm)	
176	I/SPA	I/SPA	Small (<80 μm)	
193	I/SPA	I/SPA	Small (<80 μm)	
203	I/SPA	I/SPA	Medium (80–140 μm)	tubules, high cell division
236	I/SPA	I/SPA	Small (<80 μm)	
160	I/SPA	I/SPA	Medium (80–140 μm)	tubules, high cell division
198	I/SPA	I/SPA	Small (<80 μm)	oocytes
255	I/SPA	I/SPA	Small (<80 μm)	oocytes
250	I/SPA	I/SPA	Small (<80 μm)	
221	I/SPA	I/SPA	Small (<80 μm)	oocytes
226	I/SPA	I/SPA	Small (<80 μm)	
180	I/SPA	I/SPA	Small (<80 μm)	
184	IV/SPT	II/SPB	Medium (80–140 μm)	
190	IV/SPT	III/SPC	Large (43–500 μm)	
213	III/SC	III/SPC	Large (43–500 μm)	
245	V/SZ	III/SPC	Large (43–500 μm)	
211	V/SZ	III/SPC	Large (43–500 μm)	
202	V/SZ	III/SPC	Large (43–500 μm)	

SPA, spermatogonia A undifferentiated and differentiated; SPB, spermatogonia B; SPC, spermatocytes; SPT, spermatids; SZ, spermatozoa.

**Table 2:** Numbers of genes with high (HSA) and low specific activity (LSA) in pubertal testes compared to immature testes.

Genes	All	Gonad-Specific	% Gonad-Specific
HSA	3524	584	16.6
LSA	4268	214	5.0
Total	7792	798	10.2

**Table 3:** Functional groups of genes (STARS annotation) with increased and decreased activity in pubertal testes. Numbers of gonad-specific genes with low and high specific activity (LSA and HSA) are indicated. In this and subsequent tables, gene expression data are pubertal-to-immature testes folds.

Functional Group	Genes Number	Gonad-Specific LSA/HSA	Mean Fold
Cell cycle	239	5/70	1.8
Chromosome	212	1/58	2.1
DNA repair	38	0/16	2.7
Cilia	83	1/59	3.8
Antigen presentation	84	0/0	−4.3
Chemokine	20	0/1	−4.1
Antiviral	211	0/0	−3.8
Complement	40	2/1	−4.0
Immunglobulins	40	0/0	−8.2
Lymphocyte	111	0/0	−3.4
Secreted proteins	25	7/1	−3.1
Endocrine	70	11/4	−2.2
Growth factors	84	4/3	−2.6
Differentiation	255	9/8	−2.2
Differetiation-hox	59	9/2	−2.5
Angiogenesis	34	0/1	−3.1
Bone, cartilage	28	3/2	−2.8
Neural	200	10/3	−2.2
Epithelium	26	0/3	−2.5
Extracellular matrix	101	2/7	−2.6
Collagens	66	3/1	−2.5

**Table 4:** Gonad-specific genes (males and females) with low specific activity (LSA) in pubertal testes. Genes with confirmed roles in oogenesis are italicized.

Gene	Fold
Apopolysialoglycoprotein	−5.5
*Barrier-to-autointegration factor (banf)*	−4.4
*Cyclin-dependent kinase inhibitor 1B-like (p27kip1)*	−7.8
*Cytoplasmic polyadenylation element-binding 1 (cpebp1)*	−3.6
*Fetuin-B-like*	−4.5
Glucosamine-6-phosphate deaminase	−3.3
Late histone H2A.2.2-like	−2.1
*LIM homeobox 8a*	−3.4
*Oocyte-specific histone RNA stem-loop-binding 2*	−2.1
*Ovostatin-like (8 genes)*	−4.7
*P43 5S RNA-binding protein-like (2 genes)*	−4.2
*LSM14 homolog B-like (lsm14b)*	−2.0
*Zona pellucida sperm-binding 3-like (zp3, 5 genes)*	−13.5
*Zona pellucida sperm-binding 4-like (zp4, 4 genes)*	−6.8

**Table 5:** Genes with known or predicted roles in the regulation of reproduction.

Gene	Fold
Dead end protein 1 (dnd)	−2.5
Nanos homolog 2-like	−6.8
GATA-type zinc finger protein 1 (zglp1)	−3.5
Nodal homolog (2 genes)	−13.2
Anti-mullerian hormone (amh)	−25.3
Gonadal somatic cell-derived factor (gsdf)	−5.7
Interferon regulatory factor 9 (irf9)	−73.2
Forkhead box protein L2-like (foxl2)	−5.4
LIM homeobox 2b	−2.0
LIM homeobox 8a	−3.4
Inhibin beta A chain (2 genes)	−6.5
Inhibin, alpha	−4.1
Androgen receptor	−4.4
Progesterone receptor	−4.9
Follicle stimulating hormone receptor	−7.0
GABA receptor subunit alpha-2	−20.9
Glutamate receptor ionotropic, NMDA 2C	−8.6
Metabotropic glutamate receptor 8-like	−3.3
Glycoprotein hormone alpha-2	4.6
E2F transcription factor 4	2.9
Furin-like	3.2
Progonadoliberin-1 isoform 2	6.0
Protein boule-like	3.7
Scm-like with four MBT protein 1 (sfmbt1)	2.2
Transcription factor SOX-30	6.8
Tudor domain containing 12 (tdrd12)	3.1

**Table 6:** Genes involved in biosynthesis of steroids. Gonad-specific genes are italicized.

Gene	Fold
25-hydroxycholesterol 7-alpha-hydroxylase	−2.4
*3 beta-hydroxysteroid dehydrogenase*	−4.2
3-oxo-5-beta-steroid 4-dehydrogenase	−4.0
*Corticosteroid 11-beta-dehydrogenase isozyme 2*	−5.0
Cytochrome P450 1B1-like	−2.3
*Cytochrome P450, family 17A1*	−5.4
Dehydrogenase/reductase SDR family 11	−2.8
*Hydroxysteroid 11-beta dehydrogenase 2*	−6.0
Hydroxysteroid 11-beta-dehydrogenase 1-like	4.2

**Table 7:** Genes involved in spermatogenesis: 25 genes with top HSA in pubertal testes.

Gene	Fold
*Flagella, motility*	
Cilia and flagella associated protein 61	7.9
Dynein heavy chain 10, axonemal	8.6
Dynein light chain 4, axonemal	9.4
Male germ cell-associated kinase	7.0
Primary cilia formation	8.3
Radial spoke head protein 6 homolog A	7.9
Ropporin-1-like	8.2
Sperm associated antigen 16	10.1
Sperm flagellar protein 2-like	9.1
Sperm-associated antigen 6	8.3
WD repeat-containing protein 96	7.4
*Meiosis*	
HORMA domain-containing protein 1	17.0
Meiotic recombination protein DMC1/LIM15	12.0
Meiotic recombination protein REC114-like	13.3
Meiotic recombination protein SPO11	7.1
Minichromosome maintenance domain 2	7.1
SHC SH2-domain binding protein 1-like	15.3
Spermatogenesis-associated protein 22-like	7.7
Synaptonemal complex central element 1	11.1
Synaptonemal complex protein 3 like	8.3
Zebrafish testis-expressed 38	7.0
Zinc finger protein 541-like	7.4
*Various roles*	
MORN repeat-containing protein (*morn*)	7.5
Sodium/hydrogen exchanger 10-like (*slc9a10*)	7.6
Testis-specific gene 10 protein	6.6

## Data Availability

Microarray data were submitted to NCBI Geo Omnibus (GSE263627).

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cimb46060319/s1: Table S1: Genes with expression differences between immature and pubertal testes; Table S2: Genes with earliest response to sex steroids; Figure S1: Normalized plasma levels of sex steroids (each value divided by the mean hormone level) versus log_2_-GSI; Figure S2: Steroid hormone biosynthesis (KEGG pathway). Differentially expressed genes are highlighted in red.

How the deposited data were processed for this re-analysis (not part of the article)

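RNA labelled as testis, pituitary or adipose tissue of 20 male Atlantic salmon was measured on 59 one-colour Agilent arrays, 1 fish and tissue per array. The deposited scanner output gives for each spot an intensity that the Feature Extraction software had background-subtracted and detrended within the array, the median pixel signal of the spot and of its local background, and marks for outlier, saturated and well above background spots. No scaling between arrays had been applied to these values. The authors also deposited processed values of the same arrays, which are intensities that correlated with the scanner values of their own array at 0.983 to 0.999 in the testis, 0.985 to 0.999 in the pituitary and 0.971 to 0.999 in adipose tissue. The processed values are shifted against the scanner values of the same array, and how they were scaled is not stated. The interquartile range of this shift over the probes of an array, on the log2 scale, was 0.0715 to 0.425 in the testis, 0.0531 to 0.421 in the pituitary and 0.0757 to 0.814 in adipose tissue. The median of the processed values, on the log2 scale, lay between 5.21 and 6.91 on testis arrays, 5.00 and 7.28 on pituitary arrays and 4.00 and 5.78 on adipose arrays. Values were missing for 2.27% to 34.0%, 3.29% to 49.4% and 5.68% to 38.4% of the probes.

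The log2 of the processed scanner signal minus the 75th percentile of the same array was used, with control and outlier spots left out and spots of 1 probe averaged. Fits were made in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided) and data.table 1.17.8, with Benjamini-Hochberg adjustment over the probes tested, and figures were drawn with matplotlib 3.10.9. The threshold was an adjusted p under 0.05 and a log2 difference over 0.8, which is a fold of 1.741. Probes had to be well above background on at least as many arrays as the smaller group held, or on 7 arrays for the fit on GSI. The sample groups were taken from the paper and the sample labels. The comparisons were pubertal against immature fish in testis, pituitary and adipose tissue, the rank of GSI among immature testes, light groups among pubertal and among immature testes, light groups D and E in adipose tissue, and the difference of the maturity effect between testis and pituitary. The last was a limma interaction with fish as a random block (duplicateCorrelation, consensus correlation 0.119). Adipose tissue of pubertal and immature fish was compared within light groups A and B with the light group as a block. These comparisons, their tests, the alternatives and the rule for naming genes were set before the data were examined, except where a choice is said to have been made after seeing the data.

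The rule named every gene of Figure 2b, Tables 4 to 7 or the text of the results that a probe annotation gives in the same words or by the same symbol. It also named the 5 largest rises and 5 largest falls per tissue past the threshold without overlap between the groups, and the genes of Table S2 as a list. For several probes of a name, the one with the highest mean is given. Values of the genes in the tables of the paper had been seen. Because the reference gives symbols and no descriptions, further genes of the paper were matched by symbol after seeing the data. For the same reason, the planned lists by words could not be made. They were replaced by lists of symbols, and the immunoglobulin, zona pellucida and ovostatin lists were left out. Lists of at least 5 probes were tested with camera (preset correlation 0.01), with Benjamini-Hochberg adjustment over the lists. The alternatives were fry and camera with an estimated correlation.

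The alternatives tried were normexp background correction with an offset of 50, quantile normalization, scaling to the median, the authors' processed values, other filters on dim probes, the slide and the scan batch as a block, the methods' t-test, unadjusted p, a limit of 1, 1 probe per gene name, light groups A and B alone and the leaving out of fish. Normexp was run on the median spot signal, because the files hold no mean signal. Each model was tested on simulated data in which 200 probes were changed by 2 on the log2 scale. It found 88% of them in the testis, 94% in the pituitary, 59.5% between light groups D and E in adipose tissue, 28% between pubertal and immature adipose tissue and 100% for the interaction. The interaction was simulated with the same spread for every probe, and the other fits with the spread of each real probe. Its 100% therefore cannot be set beside the other shares. Other splits of the same fish into groups of the same sizes were counted, at most 100 per comparison. Fish were compared between tissues over 100 probes whose level, centred on the means of pubertal and immature fish, follows the fish from testis to pituitary. For a pituitary array these probes were chosen without its fish, and adipose values were centred on the mean of all adipose arrays. A pair of earlier choices of such probes was tried before this one. On simulated arrays of 20 fish with 2 swapped, this found both swapped arrays and 18 of the others as their own. The array labelled pituitary of fish 184 was left out of the pituitary comparison, as in Figure 2b. An adipose array of light group E carries the number of a fish of light group B, so the labels leave its fish unsettled, and it was used only between light groups D and E.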

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

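Chosen only after the result was seen were the tests on the array of fish 184, the fit of the difference between tissues without fish as a block, and the fits of adipose tissue without the array labelled 240 and within scan batch 2, and the comparison of adipose splits and arrays with scan batches and fish.

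In 3 cases a single sample lay far from the others of its group, measured as the gap to the nearest fish over the whole range. Of 70 groups tested, 3 passed the limit of Dixon's test, and chance alone passes about 1 in 20. In the pubertal testes, gnrh3 of fish 245 had a gap of 0.798, with a normalized log2 value of -7.96 against -5.54 to -4.93 in the other 5 fish. Its probe was well above background on 3 of 6 pubertal arrays, so a dim signal is open as an explanation that was not tested. In the pubertal pituitaries, smtlb of fish 190 had a gap of 0.852, with 8.46 against 7.71 to 7.82 in the other 4 fish. No technical or biological explanation was tested for either.

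The array labelled pituitary of fish 184 had a median correlation of 0.760 with the other pituitary arrays, against 0.965 to 0.977 for the other pubertal ones, a gap of 0.945. Over 100 probes higher on every other pituitary array than on any adipose array, its median was -6.38, against 2.45 in pituitary and -6.16 in adipose tissue. On a scale with pituitary at 0 and adipose tissue at 1 it lay at 0.982, and a mislabelled sample may explain this, in its tissue. Over the probes that follow the fish, the array was nearest to the testis of its own number (0.495, with 0.249 for the next). All 100 probes lay below every pituitary array. The hormone genes of the pituitary were low as well, with fshb at -6.30 against a pituitary median of 6.85 and prl at -5.59 against 8.19. A mixed sample with part pituitary tissue would need a share of the pituitary level on these probes, and the median was 0.263% of it. Low signal was tested on the arrays with as few spots well above background (61.6% on this array), and their lowest median correlation with their own tissue was 0.883. Over 100 probes higher on every adipose than on any pituitary array, the array lay at 0.626 on the same scale, so which tissue it holds is not settled. No biological explanation was tested.

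A difference between groups was found in the effect of maturity in testis and pituitary, for genes past the threshold in both tissues in opposite directions, tested as the testis difference minus the pituitary difference in limma. It was -4.56 for hsd3b1 (adjusted p = 3.09e-08), -7.24 for pdyn (adjusted p = 9.38e-09), -3.62 for LOC106591667 (adjusted p = 1.07e-08) and -3.45 for LOC106577132 (adjusted p = 5.50e-09). It was -2.47 for LOC100194714 (adjusted p = 2.04e-09), -4.63 for nr5a5 (adjusted p = 1.54e-11) and 1.89 for a probe without a gene name in the reference (adjusted p = 3.23e-06). For lhb, past the threshold only in the pituitary, it was -2.24 (adjusted p = 0.00215). The other probe without a gene name rose in both tissues, and no difference was detected there (-0.47, adjusted p = 0.198). Genes chosen for opposite directions differ between the tissues by that choice, so these values describe them. Of 65 probes past the threshold in both tissues, 56 went in opposite directions, and 9 went in the same direction. Over all probes, where nothing was chosen, 18144 of 32387 were past the threshold for the difference. Among 100 relabellings of the fish, 1, the real one, gave as many, so chance can be excluded at that number, and the highest other count was 12256. The count was 8967 after normexp background correction, 17301 after quantile normalization and 17587 without fish as a block, so the scaling was not its whole cause. In the pituitary all pubertal fish were in scan batch 1, and a difference between scan batches stays open for the share it has in these values. The tissue is a biological difference that the design names, and it stays open as well.

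The adipose arrays are not reported in the paper, and a signal was found in them. Between light groups D (5 arrays) and E (4 arrays), every array of one group lay beyond every array of the other in 7.20% of 30496 probes (2196), against 1.59% by chance. In limma 0 probes passed the threshold, with 4215 at an unadjusted p and 3140 with the methods' t-test. Of 100 splits of the same arrays 2, the real one included, gave as many at an unadjusted p, so chance can be excluded by this test. The other of the 2, with 4392, put fish 176, 180, 193, 198 and 236 together, all in scan batch 2, against 4 arrays with 1 from that batch, and 195 probes passed the adjusted threshold there. A difference between scan batches therefore stays open. A mislabelled sample may contribute too, since of the 4 arrays of group E the one of unsettled fish was nearest to the testis of fish 211 and the one labelled 240 to that of fish 203 (0.654), both of light group B. Without the unsettled array 356 probes passed, and without both 48. Without fish 236 it was 1259. With the scan batch as a block 91 passed, and within scan batch 2 it was 6. The light and feed of the groups are a biological difference that stays open.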

How the results depend on the processing

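Chosen only after the data were seen were the fits within single scan batches, the scan batch as a block without fish 160 and 250, the fits without fish 213 and 250 or without adipose arrays near another fish, the fit without fish as a block, the lists of genes by symbol and the Table 4 genes with and without the late histone or the barrier-to-autointegration factor, the same genes and zpax1 with the scan batch held or in light groups D and E, the pituitary genes without fish 160 and 250, as well as the alternatives for genes matched by symbol later.

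For the main results, 122 of the values under the alternatives planned at the start and 19 under later ones stayed within the limits set, 38 and 8 moved, and 1 under a later one newly passed its test. In the testis, normexp background correction gave 9986 probes in place of 21073, and leaving out each pubertal fish gave 20353 to 22011. In the pituitary, where 106 probes passed, the count was 44 after normexp, 39 with the slide and 5 with the scan batch as a block. It was 580 at an unadjusted p, 530 with the methods' t-test and 61 after its Benjamini-Hochberg adjustment. It was 2 in light groups A and B, 19 with all 20 arrays and 302 without fish 160 and 250. It was 176 with the scan batch as a block without them, 95 within scan batch 1 without them and 180 without fish 213 and 250. Within scan batch 1 it was 0 (561 at an unadjusted p). Leaving out each pubertal fish gave 2 to 115, with 2 without fish 211, 26 without fish 202, 32 without fish 190 and 41 without fish 245. Fewer fish enter the fits within a batch or in 2 light groups, and for the other moves the cause was not tested.

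For the rank of GSI the count of 0 in limma became 521 at an unadjusted p. For light groups A and B in pubertal testes it was 1 after normexp, 516 at an unadjusted p and 264 with the methods' t-test, with 0 to 0 for the leave-outs. For light groups D and E in immature testes it was 180 at an unadjusted p, 108 with the methods' t-test and 2 within scan batch 1, with leave-outs from 0 to 2 (1 without fish 193, 2 without fish 221). For light groups A and B against D and E it was 490 at an unadjusted p and 340 with the methods' t-test, with leave-outs from 0 to 2 (2 without fish 160). In adipose tissue between D and E it was 52 with the authors' processed values, 5 with the stricter filter, 91 with the scan batch as a block, 4215 at an unadjusted p, 3140 with the methods' t-test, 356 without the unsettled array, 48 without it and fish 240, and 6 within scan batch 2. Its leave-outs lay between 0 and 1259 (1259 without fish 236, 356 without the unsettled array). In adipose tissue of pubertal and immature fish it was 2269 at an unadjusted p, with leave-outs of 0 to 0. The difference between tissues passed in 8967 probes after normexp, of which 8907 were among the 18144. The cause was not tested.

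Over only the probes that rose, the testis position was -0.0967 for fish 160 and 0.104 for fish 250. The mean difference of fish 160 over the genes of Table S2 was 2.18 in the values printed there, which are the paper's. The Table 4 genes without the late histone differed by 0.24 (exact permutation test, p = 0.0192). This did not hold with the scan batch as a block (0.21, permutation within the batch, p = 0.152). Nor did it among light groups D and E (0.23, permutation test, p = 0.075). Of the 11 testis lists 7 passed, and 2 passed with an estimated correlation. With fry, which does not set a list against the other probes, 11 passed. The cause was not tested.

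Of the values of single genes and lists, 143 under planned and 226 under later alternatives kept their direction and their side of the threshold, 11 and 13 were no longer past it, and 0 and 13 were newly past it. Direction reversed in 1 planned and 13 later cases, all in genes not past the threshold. In the testis, gnrh3 was -0.38 in light groups A and B, and lhx2b was 0.00850 after normexp and 0.0950 with the authors' processed values. In the pituitary, after normexp tac1 was -0.13, inaa -0.10, nrn1 -0.12 and nefl -0.15. With the authors' processed values inaa was -0.0225, nrn1 -0.26 and nefl -0.0257. In light groups A and B inaa was -0.23 and lrtm1 0.48, and scaled to the median lrtm1 was 0.00703. Without fish 160 and 250 nefl was -0.10. The cause was not tested.

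Signal over background limits the dim probes. For akr1d1 and inhbaa 4 of 6 pubertal arrays were well above background, for lhx2b 2 and for gnrh3 3, and in the pituitary tac1 was so on 1 of 5. The fit of pubertal light groups A and B with the slide as a block was not run, since no residual degrees of freedom are left. Planned lists by words, and the zona pellucida and ovostatin lists, were not run, since no gene descriptions are in the reference.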

Differences from the paper's values

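Genes beyond those whose name or symbol matched at first were matched by symbol only after the data were seen, and for them the alternatives count as chosen after seeing the values, as does the fit of pituitary genes without fish 160 and 250.

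The paper's number of genes that differ between pubertal and immature testes is 7792, and 21073 probes were past the threshold here. Of the alternatives set before the data were examined, normexp background correction (9986) came within the limits, and all others, from 15470 to 23093, did not. The paper's 3524 genes with high specific activity stand against 11396 probes, and no alternative came within the limits (5699 after normexp was the nearest). The paper's 4268 genes with low specific activity stand against 9677 probes, with 4287 after normexp within the limits and all others outside. The counts here are of probes, which can be several per gene.

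For the barrier-to-autointegration factor the paper's fold is -4.4 and the fold here 6.46, in the other direction under every alternative. The paper's Table S2 lists both probes of this name among the genes increased in pubertal fish, so whether the probe is the gene of Table 4 is not settled. For the fetuin-B-like gene the paper's fold is -4.5 and the fold here -9.02, with -3.37 after normexp within the limits and no other alternative. For irf9 the paper's fold is -73.2 and the fold here -5.03, with no alternative within the limits, and the probe may not be the gene the paper names irf9-like, with -4.14 to -5.71 under the alternatives for scaling.

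For genes matched later, lhx8a is at the paper's -3.4 and -5.57 here, with -2.68 after normexp within the limits and no other. The nodal homolog is at the paper's -13.2, a mean of 2 genes, and 1.52 here for ndr1, the 1 gene matched, with no alternative within the limits. For inha the paper's fold is -4.1 and the fold here -2.84, with -4.54 after quantile normalization within the limits and no other. For akr1d1 the paper's fold is -4.0 and the fold here -21.2, and for cyp17a1 -5.4 and -10.3, with -3.07 and -3.83 after normexp within the limits and no others. For dnal4 the paper's fold is 9.4 and the fold here 13.6. Within the limits were 10.2 after normexp, 10.2 after quantile normalization, 13.3 with the authors' processed values and 11.9 in light groups A and B, and outside were 14.3 scaled to the median and 13.5 without the fish with oocytes. For spef2 the paper's fold is 9.1 and the fold here 17.3, with 5.87 after normexp and 16.8 after quantile normalization within the limits and the others outside.

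For the mean fold of the cell cycle group the paper gives 1.8, and 2.27 was found here over the probes of the part of Table S1 at hand, with 1.89 after quantile normalization within the limits and 2.07 after normexp outside, as were the others. For the chromosome group the paper gives 2.1 and 2.68 was found, with 2.23 after quantile normalization within the limits and the others outside. For DNA repair the paper gives 2.7 and 3.15 was found, with 2.48 after normexp, 2.58 after quantile normalization and 3.31 scaled to the median within the limits, and 3.13 with the authors' processed values outside. Over the same probes, the values printed in Table S1 give 1.82 for the cell cycle, 2.07 for the chromosome group and 2.35 for DNA repair.

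Of 30 genes compared, 10 differ, 2 of them in sign, and 1 of the 2 is the probe of the barrier-to-autointegration factor. Not among the 30 is gnrh3, with a testis log2-ER of 0.19 (adjusted p = 0.682 from limma). The paper's fold of 6.0 is for progonadoliberin-1 isoform 2, and whether gnrh3 is that gene is not settled. The pituitary genes that the paper shows as higher in pubertal fish were matched by symbol, and whether each probe is the gene shown is not settled. Among those matched, lhb, hsd3b1 and pdyn passed the threshold. Not past it were fshb (log2-ER 2.11), cyp19a1b (1.26), hsd17b3 (0.91), smtlb (1.14), nrn1a (1.58), nrn1 (0.11), nefl (0.01), inaa (0.01), lrtm1 (-0.02), htr3a (-0.34) and pgr (2.48), and tac1 was not tested. Quantile normalization, scaling to the median and the authors' processed values called pgr. Of the scalings, the fit of light groups A and B and the leaving out of each pubertal fish, none called the others that were tested. Fish 160 and 250 count as immature in these fits. By plasma hormones and pituitary genes, the paper holds that they may be classed as maturing. In a fit without both, fshb (2.46), cyp19a1b (1.50), hsd17b3 (1.08), nrn1a (1.92) and pgr (2.79) passed.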

Other observations

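Chosen only after the result was seen were the tests of which fish an array came from and of the signal on those arrays, the fits within scan batch 1 and the splits of its fish, and the fit of adipose tissue without 4 arrays.

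Of 100 splits of the testis arrays into groups of the same sizes 1, the real one, gave as many probes past the threshold, and the same was found for the pituitary arrays (1 of 100, with at most 4 probes in any other split). Chance can be excluded for both at that number, in splits that do not hold the scan batch. Among the 11 pituitary fish of scan batch 1, 30 of 100 splits gave as many as the real 561 at an unadjusted p, so chance cannot be excluded within that batch. For light groups D and E in immature testes 88 of 100 splits gave as many probes at an unadjusted p, and for light groups A and B against D and E 49 of 100, so chance cannot be excluded. For light groups A and B in pubertal testes 9 of the 10 possible splits gave as many, and with 10 splits no share under 0.05 can be reached. In adipose tissue of light groups A and B, limma found 0 of 32891 probes past the threshold between 6 pubertal and 4 immature fish (2269 at an unadjusted p), and 19 of 100 splits gave as many, so chance cannot be excluded there.

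In the pituitary, 5 probes, all among the 106, passed with the scan batch as a block, and a difference between scan batches was tested as the source of the calls. Within scan batch 1, where no scan differs, 0 passed in limma (561 at an unadjusted p). Once fish 160 and 250 were left out, 95 probes passed there, 47 of them among the 106. These 2 fish lie nearest to the pubertal group, and leaving them out was tested as the source of this value. Among 100 splits of the 11 fish of that batch, each with the 2 fish nearest to the other group left out, 5, the real one included, gave as many, and the highest was 448. Such splits can include those in which fish 160 or 250 changes places with a pubertal fish. These again set fish near the pubertal group against the same immature fish, and so repeat much of the real comparison. The test therefore cannot decide whether the leaving out accounts for the value, nor does it decide about the scan batch. All pubertal fish are in scan batch 1, and with all fish in, no call was left within it. A difference between scan batches therefore stays open beside maturity. On the scale from immature (0) to pubertal (1), immature fish 188, 203, 176 and 180 of that batch lay at -0.0706, 0.127, -0.0564 and -0.0804. Pubertal fish of the batch lay between 0.470 and 1.21, which argues against the scan as the sole source for these immature fish. Immature fish 160 and 250 of the batch, at 0.811 and 0.791, go the other way.

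Over 100 probes that follow the fish, 17 of 19 pituitary arrays were nearest to the testis array of their own number. Between different fish, the 95th percentile of the correlation was 0.279. The pituitary array labelled 250 correlated at 0.0530 with the testis array labelled 250 and at most at 0.317 with any testis array, so a mislabelled sample may explain it. Low signal was tested as well, and 71.4% of its spots were well above background, within the 69.5% to 84.3% of the arrays that follow their own testis. The pituitary array labelled 213 correlated at 0.428 with its own testis array, at 0.619 with that of fish 255, and at 0.777 with the adipose array labelled 213. Among the 17 arrays that follow their own testis, the highest correlation with another fish was 0.474 and the lowest with the own fish 0.767. The value of 0.428 is thus within the range between different fish but above its 95th percentile, and that of 0.619 lies between both ranges. A mislabelled sample stays open there. No array was assigned to another fish for any value given.

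Of 18 adipose arrays with a settled fish, 13 were nearest to the testis array of their own number (correlations from 0.552 to 0.880) and 5 to that of another fish (0.591 to 0.755). These 5 were labelled 184, 250, 211, 213 and 240. For 4 of the 5 arrays the correlation with the testis of their own label was under the 95th percentile between different fish, which a mislabelled sample may explain. Low signal was tested too, with a median of 70.7% of spots well above background on these arrays, and their range of 55.4% to 79.4% overlapped with the 55.1% to 77.6% of the others. The array of group E whose fish the labels leave unsettled carries the number 211, which an array of group B carries as well. It was nearest to the testis of fish 211 (0.653, with 0.342 for the next) and to the pituitary of fish 211 (0.674). The array of group B labelled 211 was nearest to the testis of fish 221 (0.755), a fish of group E. No biological explanation was tested. Without the arrays labelled 184, 211, 213 and 250, limma found 0 probes between pubertal and immature adipose tissue (2931 at an unadjusted p).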
